# Ensheathing glia promote increased lifespan and healthy brain aging

**DOI:** 10.1111/acel.13803

**Published:** 2023-02-24

**Authors:** Lihong Sheng, Emily J. Shields, Janko Gospocic, Masato Sorida, Linyang Ju, China N. Byrns, Faith Carranza, Shelley L. Berger, Nancy Bonini, Roberto Bonasio

**Keywords:** aging, brain, drosophila, glia

## Abstract

Glia have an emergent role in brain aging and disease. In the *Drosophila melanogaster* brain, ensheathing glia function as phagocytic cells and respond to acute neuronal damage, analogous to mammalian microglia. We previously reported changes in glia composition over the life of ants and fruit flies, including a decline in the relative proportion of ensheathing glia with time. How these changes influence brain health and life expectancy is unknown. Here, we show that ensheathing glia but not astrocytes decrease in number during *Drosophila melanogaster* brain aging. The remaining ensheathing glia display dysregulated expression of genes involved in lipid metabolism and apoptosis, which may lead to lipid droplet accumulation, cellular dysfunction, and death. Inhibition of apoptosis rescued the decline of ensheathing glia with age, improved the neuromotor performance of aged flies, and extended lifespan. Furthermore, an expanded ensheathing glia population prevented amyloid‐beta accumulation in a fly model of Alzheimer's disease and delayed the premature death of the diseased animals. These findings suggest that ensheathing glia play a vital role in regulating brain health and animal longevity.

## 1 INTRODUCTION

During aging, the brain undergoes broad structural and physiological alterations that result in a progressive loss of functional abilities (Burke & Barnes, 2006; Mattson & Arumugam, 2018). Aging‐related research in the brain has largely been focused on the alterations in neurons. However, recent studies have shown that glial cells exhibit a great degree of age‐related plasticity, both at the level of gene expression and cell type composition (Soreq et al., 2017; Ximerakis et al., 2019). Glia are vital to the nervous system, as they regulate brain homeostasis in both health and disease. The main function of glia is to provide structural and metabolic support for neurons, activate immune responses in case of infection, and regulate synaptic communication and plasticity (Allen & Lyons, 2018; Freeman, 2015; Zuchero & Barres, 2015). Dysfunction of glia is associated with aging (Conde & Streit, 2006; Matias et al., 2019; Salas et al., 2020; Tremblay et al., 2012) and with brain disease, including neurodevelopmental disorders such as autism (Estes & McAllister, 2015; Petrelli et al., 2016), as well as neurodegenerative disorders such as Alzheimer's disease (Dzamba et al., 2016; Holtzman & Ulrich, 2019; Hong et al., 2016). With our growing understanding of how glia function in the brain, targeting glial cells may be a strategy to promote healthy brain aging and treat age‐related neurological disease (Minhas et al., 2021; Pluvinage et al., 2019).

From *Caenorhabditis elegans* to *Drosophila melanogaster* to mammals, the number and diversity of glial cells increase with brain complexity, but the basic morphology and functions of glia are broadly conserved across the animal kingdom (Freeman, 2015; Hartline, 2011; Nave & Werner, 2021; Raiders et al., 2021). One such function might be to combat harmful age‐associated processes. In *C. elegans*, four astrocyte‐like sheath glia (CEPsh) regulate longevity via neuropeptide signaling (Frakes et al., 2020). Glial suppression of NF‐κB immune signaling in *Drosophila* extends lifespan (Kounatidis et al., 2017). A previous study from our group discovered an age‐associated decline of neuroprotective ensheathing glia in the model ant *Harpegnathos saltator* (Sheng et al., 2020). We also discovered that the conversion of short‐lived *Harpegnathos* workers to long‐lived pseudo‐queens resulted in the expansion of the ensheathing glia population and a slower decline of its numbers during aging, suggesting the possibility that ensheathing glia dynamics can contribute to lifespan regulation. Ensheathing glia play important roles in debris clearance during development and injury, similar to the function of microglia in mammals (Doherty et al., 2009), although they have a very different developmental origin. However, the question of whether ensheathing glia numbers directly affect longevity has not been explored.

Here, we used *Drosophila* genetics coupled with imaging, high‐throughput sequencing, and functional assays to demonstrate that reverting the age‐associated loss of ensheathing glia promotes healthy brain aging and extends lifespan in a variety of settings, including in an Alzheimer's disease model.

## 2 RESULTS

### 2.1 Ensheathing glia, but not astrocytes, decline in number with age in *Drosophila*

To study glia population dynamics during aging, we utilized established *Drosophila* GAL4‐driver lines; two with predominant expression in ensheathing glia [*GMR56F03‐GAL4* (Kozlov et al., 2020; Kremer et al., 2017; Peco et al., 2016; Stahl et al., 2018; Wu, Li, et al., 2017) and *GMR10E12‐GAL4* (Wu, Li, et al., 2017)] and one specific for astrocyte‐like glia [*GMR86E01‐GAL4* (Kremer et al., 2017; Saikumar et al., 2020; Sengupta et al., 2019)]. The two ensheathing glia drivers showed comparable expression patterns in the antennal lobe [as determined with a *UAS‐mCD8::GFP* reporter (Wu, Li, et al., 2017)], resembling the known distribution of ensheathing glia cells in this brain region (Doherty et al., 2009; Kremer et al., 2017), whereas the astrocyte‐specific driver was active in a distinct REPO+ cell population of star‐shaped cells (Figure 1a). We next expressed nuclear GFP (nGFP) under the control of the ensheathing glia or astrocyte‐like glia drivers (Figure 1b) and quantified GFP+ cells within the central brain (Figure 1b, dashed lines) by immunofluorescence. Consistent with our previous findings (Sheng et al., 2020), the number of ensheathing glia in the central brain decreased in old (day 70) compared to young (day 5) flies, regardless of the driver used and both as a percentage of total glia cells (REPO+) or as absolute numbers (Figure 1c and Figure S1a, left and middle). The proportion of astrocyte‐like glia remained approximately the same (Figure 1c and Figure S1a, right), and the total number of REPO+ glia cells did not change significantly (Figure S1b), indicating that the observed age‐associated decline in ensheathing glia was not associated with depletion of all glial cell types.

**FIGURE 1:**
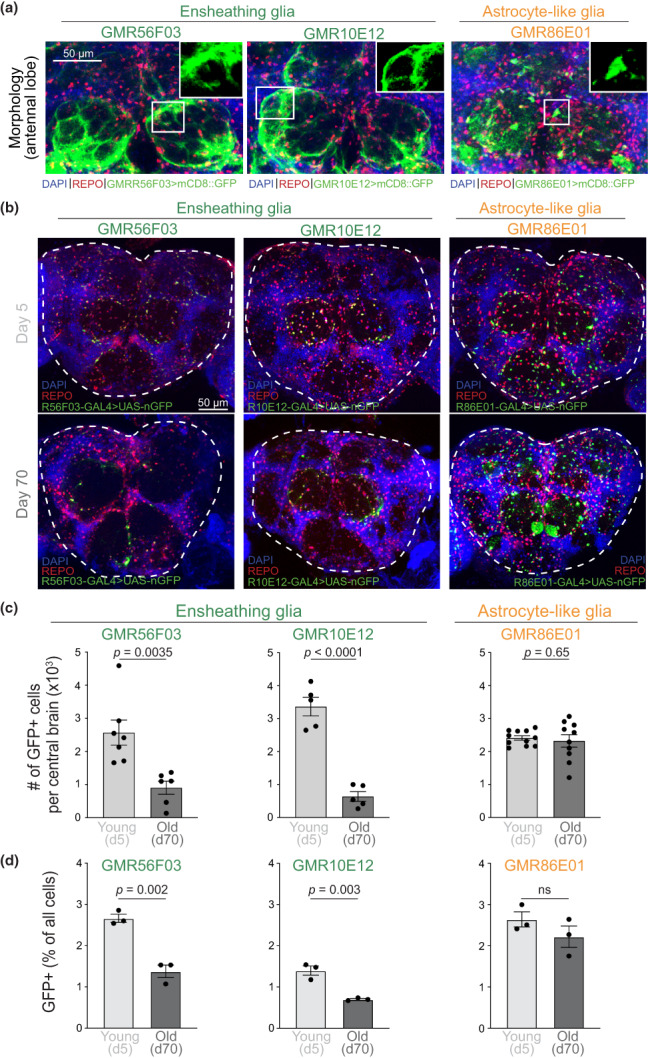
Ensheathing glia cell numbers decline over time. (a) Morphology of glia cells expressing the different genetic drivers in the *Drosophila* antennal lobe. Images are maximum intensity projections from confocal *Z‐*stacks of whole brains from flies expressing membrane‐bound GFP (mCD8::GFP) under the control of *GMR56F03* (left), *GMR10E12* (middle), or *GMR86E01* (right) GAL4 drivers. Brains were counterstained for DAPI (all nuclei) and with a REPO antibody (all glia cells). Zoomed‐in inset shows morphology of the relevant cell types. (b) Brains of 5‐day‐old (top) and 70‐day‐old flies (bottom) with the indicated GAL4 lines driving the expression of nuclear GFP (nGFP) and counterstained for DAPI and REPO. (c) Total number of GFP+ per central brain, as delineated by dashed lines in (b). Individual dots represent independent biological replicates (different brains). Bars represent mean ± SEM. *p* values are from Student's *t* tests. (d) Percentage of GFP+ over total brain cells, as determined by flow cytometry. Individual dots represent independent biological replicates (different brains). Bars represent mean ± SEM. *p* values are from Student's *t* tests.

A recent study reported a decrease in the total number of ensheathing glia cell bodies and the extension of their cytoplasmic processes in the antennal lobe of old (51–54 days) compared to young (4–7 days) flies (Cai et al., 2021). We analyzed multiple brain regions and found that, in addition to the antennal lobe, the decline of ensheathing glia also affected the subesophageal zone, as well as the remaining portion of the central brain (Figure S1c,d), indicating that this phenomenon is not localized to a single brain structure.

We sought to confirm these findings with an orthogonal approach independent of imaging and immunofluorescence. We obtained single‐cell suspensions from young and old brains of the different reporter lines and analyzed them by flow cytometry. The percentage of total brain cells expressing GFP in young flies ranged from 1 to 3%, depending on the GAL4 driver line (Figure S1e), consistent with the approximate estimates for these cell types obtained by single‐cell RNA‐seq (Croset et al., 2018; Davie et al., 2018) and previous imaging studies (Kremer et al., 2017). A substantial decline in ensheathing glia frequency in old vs. young brains was also evident when using this imaging‐independent approach (Figure 1d, left and middle), whereas the frequency of astrocyte‐like glia did not change (Figure 1d, right).

It is theoretically possible that repression of the GAL4 drivers in old age caused the reduction in GFP signal, rather than a decrease in the number of ensheathing glia cells. This seemed unlikely, given that the decreased in numbers was quantified using two independent ensheathing glia drivers and that GFP intensity per cell was higher in ensheathing glia from old brains as compared to young brains (Figure S2a). Nonetheless, to formally exclude driver downregulation as a potential confounder, we employed the G‐TRACE genetic labeling strategy (Evans et al., 2009). In this system, RFP is expressed in response to the real‐time activity of the GAL4 driver, whereas GFP is permanently activated by GAL4 expression via DNA recombination and continues to be expressed even if the GAL4 driver becomes silenced (Figure S2b).

Using the *GMR56F03* ensheathing glia driver, we found that the RFP+ cells, which express the reporter under direct control of the GMR56F03‐GAL4 driver, decreased in old flies (Figure S2c,d top), consistent with our previous results using GFP as reporter (Figure 1). If ensheathing glia cells dowregulated the *GMR56F03* driver in older brains, they would appear as GFP+ cells that express lower or no RFP (RFP^lo/−^). We did not observe an increased number of these cells in old flies (Figure S2c,d, bottom), excluding the possibility that driver downregulation over time is responsible for our observations.

Overall, our results show that the numbers of ensheathing glia but not astrocyte‐like glia cells decline as flies age, both as relative fraction of total REPO+ glia cells and as absolute numbers per brain, as determined with two orthogonal methods: imaging and flow cytometry.

### 2.2 Old ensheathing glia upregulate genes for lipid metabolism and apoptosis

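RNA was sequenced from the brains of female flies that carried 1 of 3 GAL4 driver lines, GMR56F03 or GMR10E12 for ensheathing glia and GMR86E01 for astrocyte-like glia, at 5 and 70 days of age. Each line and age had 3 replicates of 10 to 15 brains each, dissociated with actinomycin D to block new transcription. Every replicate gave 2 libraries, one from the sorted GFP+ cells and one from the unsorted cell suspension, called whole brain here, for 36 libraries in all. Smart-seq3 copies full-length messenger RNA by template switching and amplifies it by PCR. The authors aligned the paired reads to the dm6 genome with STAR, removed improperly paired reads and counted the rest on FlyBase genes with summarizeOverlaps in union mode, which leaves out a read that overlaps more than 1 gene. The deposited values are these counts, not normalized, for 17562 genes per library. The paper's text does not state whether molecular identifiers were collapsed or whether strand was used, so counts of genes that overlap on opposite strands are uncertain.

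Between 912285 and 17060052 reads per library were counted on genes, with a median of 6611363. The median was 7233049 in whole brain at day 5 and 6398486 at day 70. It was 4974796 and 6280484 in sorted ensheathing glia, and 3903428 and 10953086 in sorted astrocyte-like glia. At these depths, 3 counts correspond to 0.176 to 3.29 CPM, the smallest level each library can show, which covers counting error only. Expression was compared with edgeR's quasi-likelihood test on the counts, with TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment. Each comparison was fitted on its own libraries, with driver line as a covariate where lines were combined, and a gene was called differentially expressed at an adjusted p below 0.05. Normalized counts are counts divided by DESeq2's size factors over all 36 libraries, given as mean ± SD with n the number of libraries. Gene positions are those of the dm6 annotation.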

To identify molecular changes that might underpin the decline of ensheathing glia with age, we sorted GFP+ cells from young (Day 5) and old (Day 70) brains using the GAL4 driver lines above (see Figure 1a) and obtained their genome‐wide gene expression profiles using a modified Smart‐seq3 protocol (Hagemann‐Jensen et al., 2020) (Figure 2a). As controls, we also profiled astrocytes, as well as unsorted single‐cell suspensions from the same brains. The reproducibility between biological replicates was high (Figure S3a), and principal component analysis (PCA) showed a clear separation of expression between the ages along the second dimension, whereas the first PC discriminated, as expected, between whole brains and sorted glia (Figure S3b).

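Pearson's correlation between replicates of the same tissue, driver line and age was computed on log2 (CPM + 1) across 9470 genes, which are not independent replicates. Over the 36 pairs of replicates it ranged from 0.787 to 0.985, with a median of 0.949. The median was 0.964 in whole brain and 0.941 in sorted glia. Libraries of the same tissue and driver line but of different ages had a median correlation of 0.916 over 54 pairs, lower than replicates of the same age. In the PCA on variance-stabilized counts of the 500 most variable genes, the first PC held 55.8% of the variance and the second 13.4%. Whole brain libraries lay between -31.9 and -19.5 on the first PC and sorted libraries between 6.52 and 41.6. The split into sorted glia and whole brain accounted for 94.2% of the variance of the first PC. Age accounted for 60.9% of the variance of the second PC, a share that ranged from 47.1% without replicate 3 of every group to 74.9% without replicate 1. On the second PC, whole brains lay between -10.1 and -3.27 at day 5 and between 0.908 and 12.9 at day 70. Sorted GMR56F03 libraries lay between -22.0 and -12.4 at day 5 and between 16.1 and 19.6 at day 70, and sorted GMR86E01 libraries between -38.8 and -15.0 and between -0.49 and 22.9. Sorted GMR10E12 libraries overlapped, from -11.2 to 5.06 at day 5 and from 3.96 to 16.3 at day 70.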

**FIGURE 2:**
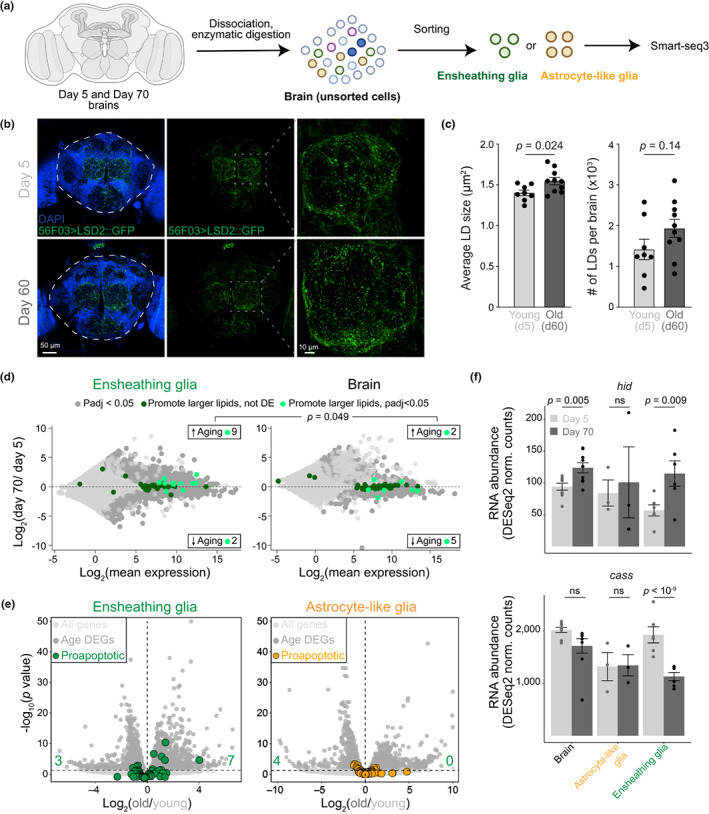
Changes in lipid metabolism and apoptosis in old ensheathing glia. (a) Experimental scheme. Created with BioRender.com. (b) Projections of confocal *Z*‐stacks from whole mount brains of 5‐day‐old (top) and 60‐day‐old flies (bottom) expressing the LD marker, LSD2::GFP from the ensheathing glia driver GMR56F03. DAPI staining was used to visualize nuclei. The dashed white lines indicate the central brain region used for quantification in (c). Panels to the right show a zoomed‐in image of the region in the dashed gray box. (c) Quantification of size (left) and number (right) of 56F03 > LSD2::GFP foci in the central brains of young (Day 5) and old (Day 60) flies. Points represent individual brains. Bars show mean ± SEM. *p* values are from Student's *t* tests. (d) MA plots showing transcriptional differences between ensheathing glia (left) or whole brains (right) from 5‐ and 70‐day‐old flies, combining data from both driver lines (56F03 and 86E01). Genes that promote accumulation of large LDs (Guo et al., 2008) are highlighted in dark green; genes differentially expressed in each tissue (adjusted *p* < 0.05) are in light green. The enrichment of upregulated lipid promoting genes in old ensheathing glia (9/11) compared to old brain (2/7) was significant (*p* = 0.049) according to a Fisher's exact test. (e) Volcano plots showing differential gene expression in young and old ensheathing glia (left) or astrocytes (right). Differentially expressed genes (adjusted *p* < 0.05) are in dark gray; all others are in light gray. Genes annotated as “positive regulators of apoptosis” are highlighted in color. (f) Expression (normalized counts) of *hid* and *cass* in the whole brain, sorted astrocyte‐like glia, and sorted ensheathing glia in young and old flies. Bars show the mean ± SEM. *p* values are from Student's *t* tests.

We confirmed that the sorted glia cells had low expression of a neuronal marker (*elav*) and high expression of the pan‐glia marker *repo* (Figure S3c). Furthermore, the sorted glia subtypes expressed markers consistent with their identity: cells sorted using the astrocyte driver GMR86E01‐GAL4 expressed high levels of *alrm* (Davie et al., 2018; Doherty et al., 2009) (Figure S3c), whereas cells sorted using the GMR10E12‐GAL4 or GMR56F03‐GAL4 ensheathing glia drivers expressed comparatively higher levels of ensheathing glia markers *egr* and *sgl* (Figure S3c) (Davie et al., 2018; Sheng et al., 2020). 

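The gene elav (FBgn0260400) lies on chromosome X from 509235 to 523226 on the minus strand, where its exons overlap arg on the opposite strand and lncRNA:enrr on the same strand. It had 1801 ± 350 normalized counts in whole brain (n = 18) and 293 ± 107 in sorted glia (n = 18). The log2 difference between sorted glia and whole brain was -2.69 (standard error 0.117, adjusted p = 2.3e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 10412 genes). The gene repo (FBgn0011701) lies on chromosome 3R from 18236192 to 18239602 on the plus strand and overlaps CG7156 on the opposite strand. It had 283 ± 85.5 normalized counts in whole brain and 1650 ± 793 in sorted glia, where the lowest library had 904 and the highest whole brain library 550. Its log2 difference was 2.43 (standard error 0.100, adjusted p = 6.4e-19 from the same test). Sorted and unsorted cells came from the same brains, and same-numbered libraries deviated from their group means with a mean correlation of 0.0791, which reached 0.174 in GMR86E01 at day 70. With the replicate as a block, the log2 difference was -2.72 for elav (adjusted p = 1.2e-13) and 2.45 for repo (adjusted p = 8.6e-14). In all, 6482 genes differed between sorted glia and whole brain (2980 higher and 3502 lower in sorted glia), and 6203 with the block. The filter moved this count most, to 3109 genes when only genes with at least 10 counts in every library were tested. Within sorted astrocyte-like glia, elav rose from 132 ± 78.4 normalized counts at day 5 to 384 ± 16.1 at day 70 (n = 3 each), a change that did not pass the threshold (adjusted p = 0.106). The level of repo in sorted cells fell with age, by 0.82 on the log2 scale in ensheathing glia (adjusted p = 4.3e-04) and by 1.40 in astrocyte-like glia (adjusted p = 0.0064).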

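The gene alrm (FBgn0039332) is on chromosome 3R from 25381065 to 25382781 on the minus strand. In sorted astrocyte-like glia it had 44270 ± 4536 normalized counts at day 5 and 9403 ± 2463 at day 70 (n = 3 each). In sorted ensheathing glia of both drivers it had 10932 ± 1918 and 4130 ± 554 (n = 6 each), with 1 GMR10E12 library far from the other 5 at each age. Whole brains had 1908 ± 1049 (n = 18). Averaged over the ages, alrm was lower in ensheathing glia than in astrocyte-like glia by a log2 difference of -1.59 (standard error 0.114, adjusted p = 1.4e-07 from edgeR's quasi-likelihood test over 9592 genes). The gene egr (FBgn0033483; chromosome 2R, 10078366 to 10084210, plus strand) had 467 ± 158 normalized counts in ensheathing glia at day 5 and 658 ± 101 at day 70. The counts of egr in astrocyte-like glia were 469 ± 327 and 371 ± 11.8. Its log2 difference, ensheathing minus astrocyte-like glia, was 0.41 (standard error 0.211), which did not pass the threshold (adjusted p = 0.246). It lay between 0.16 and 0.73 with each replicate number left out in turn. The gene sgl (FBgn0261445; chromosome 3L, 6959554 to 6964758, minus strand, overlapping Surf1 on the opposite strand) had 756 ± 235 and 614 ± 67.3 normalized counts in ensheathing glia against 487 ± 176 and 391 ± 119 in astrocyte-like glia. Its log2 difference was 0.61 (standard error 0.163, adjusted p = 0.0185), and 2 of the 3 fits that left out a replicate number gave an adjusted p above the threshold. Of 9592 genes, 1152 differed between the types (649 higher and 503 lower in ensheathing glia).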

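All of alrm, egr and sgl were detected in every sorted glia type above whole brain. Averaged over the sorted groups, the log2 difference between sorted glia and whole brain was 2.46 for alrm, 2.23 for egr and 1.07 for sgl. Whole brains had 106 ± 56.3 normalized counts of egr and 274 ± 80.9 of sgl (n = 18 each). With age, alrm fell by 1.43 on the log2 scale in sorted ensheathing glia (adjusted p = 2.4e-05), by 2.19 in sorted astrocyte-like glia (adjusted p = 0.0013) and by 0.99 in whole brain (adjusted p = 0.0026), all from edgeR's quasi-likelihood test.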

We also detected *alrm* in sorted ensheathing glia as well as *egr* and *sgl* in sorted astrocytes although at lower levels compared to their expression in the appropriate subtype (Figure S3c). This was consistent with published single‐cell RNA‐seq analyses (Davie et al., 2018). When considering all markers for the different glia subtypes identified by single‐cell RNA‐seq, PCA clearly distinguished between the two ensheathing glia drivers on one hand and the astrocyte‐like driver, on the other (Figure S3d), supporting the specificity of the GAL4 drivers.

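The list of markers that the paper took from single-cell RNA-seq was not analysed here. A shorter list of 17 markers of astrocytes, ensheathing, cortex and surface glia was used for a PCA of the 18 sorted libraries. Its first PC held 68.3% of the variance and its second 17.4%. The split into ensheathing and astrocyte-like glia accounted for 34.8% of the variance of the first PC and 15.9% of that of the second. Astrocyte-like glia lay between -7.87 and -4.26 on the first PC at day 5 and between -2.63 and 1.07 at day 70. GMR10E12 libraries lay between 2.26 and 3.35 at day 5 and between 4.77 and 5.90 at day 70. GMR56F03 libraries lay between -2.51 and -2.03 at day 5 and between -0.215 and 0.931 at day 70, and so overlapped the old astrocyte-like glia on this axis. Within ensheathing glia, driver line accounted for 77.8% of the variance of the first PC. Between driver lines, 1058 genes differed in sorted cells between GMR56F03 and GMR10E12, 371 between GMR56F03 and GMR86E01, and 480 between GMR10E12 and GMR86E01 (edgeR's quasi-likelihood test). Each pair was fitted with 1 age effect for both of its lines, which can lower the count where the lines age differently.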

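Between day 5 and day 70, 1695 of 8970 genes were differentially expressed in sorted ensheathing glia of both drivers (12 libraries), of which 874 rose and 821 fell. In GMR56F03 alone, 1297 of 8629 genes changed (814 rose and 483 fell), and in GMR10E12 alone 825 of 8609 (447 rose and 378 fell), with 6 libraries each. Of the genes called in both lines, 366 changed in the same direction and 5 in opposite directions. In sorted astrocyte-like glia (6 libraries), 553 of 8585 genes changed (240 rose and 313 fell). The choice of libraries in the fit moved this count most: with one fit over all 36 libraries it was 2226 (1448 rose and 778 fell). In simulated data with 200 changed genes, the test recovered 98.5% of them in the design of both ensheathing glia drivers and 72.0% in that of astrocyte-like glia. The simulated changes were all larger than those of hid, cass and egr with age, so these shares do not give the power for changes of that size. Ensheathing and astrocyte-like glia shared 245 called genes, 203 of them changed in the same direction.

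A test of the difference itself called 1139 of 9592 genes whose age effect differed between ensheathing and astrocyte-like glia (524 higher and 615 lower in ensheathing glia). Between the GMR56F03 and GMR10E12 drivers, the age effect differed in 64 of 9265 genes. In ensheathing glia of both drivers, the smallest adjusted p among genes whose ages did not overlap were those of lncRNA:CR43651 (log2 fold change 3.40, adjusted p = 1.1e-06), CG10126 (1.73) and Crz (3.37), which rose, and of Gat (-1.28, adjusted p = 3.8e-06), Nepl5 (-1.94) and Ugt35B1 (-1.75), which fell. Chosen by the same rule, Arc1 rose most clearly in GMR56F03 (log2 fold change 6.36, standard error 0.176, adjusted p = 5.4e-08), followed by CR10102 (6.44) and Spn47C (5.20), while Nplp2, CG12177 (-2.33) and Nepl5 (-2.05) fell. In GMR10E12, mbl (3.19, adjusted p = 1.8e-05), Cp110 (4.31) and Bsg (2.90) rose, and CG42540 (-1.97), CG14153 (-8.24) and TM4SF (-1.94) fell. In astrocyte-like glia, Capa (12.19, adjusted p = 4.3e-04), CG8620 (10.22) and Ms (7.21) rose, and AANAT1 (-2.50), Col4a1 (-2.28) and Nplp2 fell. All 22 neuron markers tested also had a positive log2 fold change there (median 1.43). RNA of other brain cells was therefore not ruled out for the genes that rose in these libraries.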

Next, we compared gene expression profiles from the different glia types sorted from old or young flies. Gene ontology analyses of genes differentially expressed in young vs. brains revealed enrichment for terms related to metabolism and mitochondrial function (Table S1) consistent with their important roles in the aging process (Sun et al., 2016). 

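The genes of the GO terms were not listed in the paper, so families of genes were compared instead, each defined by its gene symbols. On the 12 whole brain libraries of GMR56F03 and GMR10E12, 993 of 8989 genes changed with age (553 rose and 440 fell) with edgeR's quasi-likelihood test, a set of libraries put beside the full one after the data were seen. On all 18 libraries, 2007 of 9127 genes changed (1026 rose and 981 fell). The 64 nuclear genes of oxidative phosphorylation had a median log2 fold change of -0.55 in the 12 libraries (1 rose and 36 fell) and of -0.60 in the 18 (2 rose and 49 fell). As a set they shifted down in both (limma's camera test, two-sided, adjusted over 18 sets, adjusted p = 4.5e-20 and adjusted p = 1.3e-30). When the correlation between the genes of a set was estimated from the data, the alternative that moved this most, the adjusted p over the 18 libraries was 0.0890. The 72 mitochondrial ribosomal protein genes had a median of -0.39 (6 fell) in the 12 libraries and of -0.40 (24 fell) in the 18, with adjusted p of 2.4e-08 and 2.7e-11. The 13 protein genes of the mitochondrial genome had medians of 0.16 and -0.09 and did not shift as a set (adjusted p = 0.222 and 0.0870). By the rule for named genes, CG8620 rose most clearly (log2 fold change 3.71 over 12 libraries and 3.74 over 18), followed by Ldh (4.33 and 4.19) and dpy (5.01 and 4.66). The genes that fell most clearly were lncRNA:Hsromega (-1.89 and -1.79), Argk (-0.89 and -0.89) and nrv3 (-0.95 and -0.96).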

GO terms enriched in genes regulated in young vs. old glia subtypes included similar terms related to metabolism (“*cellular respiration*”, adjusted *p* = 2.6 × 10^−5^) as well as terms related to neuronal and glial function and turnover (“*synaptic signaling*,” adjusted *p* = 2 × 10^−13^; “*gliogenesis*,” adjusted *p* = 2.3 × 10^−4^). 

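In sorted ensheathing glia of both drivers, the nuclear genes of oxidative phosphorylation had a median log2 fold change of -0.31, with 20 that fell and 0 that rose (limma's camera test, adjusted p = 4.3e-07). In GMR56F03 alone, 23 fell and 0 rose (median -0.53, adjusted p = 1.5e-11). In GMR10E12 alone the set did not pass the threshold (median -0.13, adjusted p = 0.131). The drivers were not tested against each other for this set. In astrocyte-like glia its median was -0.42 (adjusted p = 7.6e-05), and its age effect did not differ from that in ensheathing glia (adjusted p = 0.564). The genes of the mitochondrial genome fell in astrocyte-like glia (median -0.80, 6 fell, adjusted p = 2.1e-05). They did not pass the threshold in ensheathing glia of both drivers (median -0.20, 6 fell, adjusted p = 0.0957). The difference between the types passed it (median 0.45, adjusted p = 0.0032). In GMR56F03 alone these genes fell as a set (median -0.34, 6 fell, adjusted p = 0.0018), but not in GMR10E12 (median -0.20, 1 fell, adjusted p = 0.906).

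A set of 22 neuron markers, among them genes of synaptic transmission, had a median of -0.11 in ensheathing glia (5 rose and 8 fell, adjusted p = 0.386). In astrocyte-like glia the same markers had a median of 1.43, with all 22 positive and 11 called higher (adjusted p = 6.5e-13). The age effect of 15 of them differed between the types. All 4 astrocyte markers tested fell in both, with a median of -1.34 in ensheathing glia and of -2.24 in astrocyte-like glia. The 5 ensheathing glia markers had a median of -0.29 in ensheathing glia (adjusted p = 0.0601). A list of genes of lipid droplets and lipid transport did not shift as a set in ensheathing glia (5 rose and 2 fell, median -0.01, adjusted p = 0.241) or in astrocyte-like glia (3 rose and 2 fell, adjusted p = 0.541). In whole brain it shifted up (3 rose and 0 fell, median 0.28, adjusted p = 0.0420). With limma's rotation test, which tests the genes of a set alone for a net shift, the adjusted p of this list in ensheathing glia was 0.0188. Whether the list shifted there thus depended on the test.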

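The gene Nplp2 (FBgn0287423) lies on chromosome 3L from 13356376 to 13357223 on the plus strand, with 3 exons of 610 bases in all. In sorted GMR56F03 ensheathing glia it had 2297 ± 680 normalized counts at day 5 and 169 ± 13.1 at day 70 (n = 3 each). Its log2 fold change was -3.76 (standard error 0.239, adjusted p = 1.7e-05 from edgeR's quasi-likelihood test). By p, Nplp2 ranked number 1 among the genes that fell, while genes that rose, such as Arc1, had a smaller p. By log2 fold change it ranked number 8 among the 483 genes called lower in this line and number 12 among all genes tested. With each library left out in turn, the log2 fold change lay between -3.98 and -3.58. In GMR10E12 ensheathing glia, Nplp2 had 1992 ± 2008 normalized counts at day 5 and 1835 ± 1635 at day 70. The log2 fold change there was -0.17 (adjusted p = 0.924) and lay between -1.24 and 1.13 with each library left out, so its direction rested on single libraries. The difference between the age effects of the 2 lines was -3.61 and did not pass the threshold (adjusted p = 0.0992, against 0.0282 with DESeq2). In sorted astrocyte-like glia, Nplp2 fell from 9422 ± 608 to 202 ± 97.1 normalized counts, a log2 fold change of -5.49 (standard error 0.366, adjusted p = 5.6e-04). Against astrocyte-like glia, the age effect in ensheathing glia of both drivers was higher by 3.56 (adjusted p = 0.0048), which lost its call in 2 of the 3 fits without a replicate number (adjusted p from 0.0050 to 0.0532). In whole brain, Nplp2 had 201 ± 71.4 normalized counts at day 5 and 1148 ± 2126 at day 70 (n = 9 each), with 6636 in 1 old GMR56F03 library. Its log2 fold change was 2.14 over the 18 whole brain libraries (standard error 0.804, adjusted p = 0.0645). With each library left out in turn, added after the data were seen, it lay between 0.82 and 2.38. The adjusted p then ranged from 0.0419 to 0.403, and 5 of the 18 fits called Nplp2.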

Interestingly, they also included “*lipid homeostasis*” (adjusted *p =* 0.01) and “*lipid storage*” (adjusted *p* = 0.03) The gene most strongly downregulated with age in GMR56F03‐expressing ensheathing glia was *Nplp2* (Figure S3e, top; Table S2), which encodes an exchangeable apolipoprotein that controls lipid flow in the gut (Rommelaere et al., 2019). *Nplp2* deficiency leads to the accumulation of lipids in cells (Rommelaere et al., 2019). Conversely, aged ensheathing glia exhibited increased expression of *Fatp1* (Figure S3e, bottom; Table S2), a fatty acid transporter that regulates lipid droplet (LD) accumulation in the opposite direction (Liu et al., 2017). These results suggest that old ensheathing glia might accumulate lipids, a phenomenon involved in neurodegeneration in *Drosophila* (Liu et al., 2015).

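The gene Fatp1 (FBgn0267828) lies on chromosome 2L from 10510672 to 10517218 on the minus strand and has 5 exons. In GMR56F03 ensheathing glia it rose from 770 ± 191 to 4053 ± 203 normalized counts (n = 3 each), a log2 fold change of 2.39 (standard error 0.191, adjusted p = 6.4e-05 from edgeR's quasi-likelihood test). In GMR10E12 ensheathing glia it had 1243 ± 580 and 1893 ± 998, a log2 fold change of 0.56 that was within the spread between replicates (adjusted p = 0.427). This fold change lay between 0.08 and 0.97 with each library left out in turn (adjusted p from 0.222 to 0.923). The age effect did not differ between the 2 lines at the threshold (adjusted p = 0.126). Over both drivers, the log2 fold change was 1.46 (standard error 0.363, adjusted p = 0.0117) and stayed between 1.27 and 1.74 with each library left out in turn. In astrocyte-like glia, Fatp1 had 1430 ± 367 normalized counts at day 5 and 3426 ± 2352 at day 70 (log2 fold change 1.30, adjusted p = 0.230). With each library left out in turn, Fatp1 changed there by 0.74 to 1.67 (adjusted p from 0.0155 to 0.567). It was called in 1 of these 6 fits, so the missing call depended on single libraries. The difference in its age effect between ensheathing and astrocyte-like glia was 0.21 (adjusted p = 0.891). In whole brain it had 466 ± 62.5 and 505 ± 118 (log2 fold change 0.03, adjusted p = 0.894), and the sign of this change differed between alternatives. The age effect in ensheathing glia exceeded that in whole brain of the same lines by 1.49 (standard error 0.297, adjusted p = 0.0043), or 1.53 with the replicate as a block (adjusted p = 0.0093). Without a replicate number it lay between 1.19 and 1.78 and lost its call in 2 of the 3 fits (adjusted p from 0.0339 to 0.0692).

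**Figure D1:**
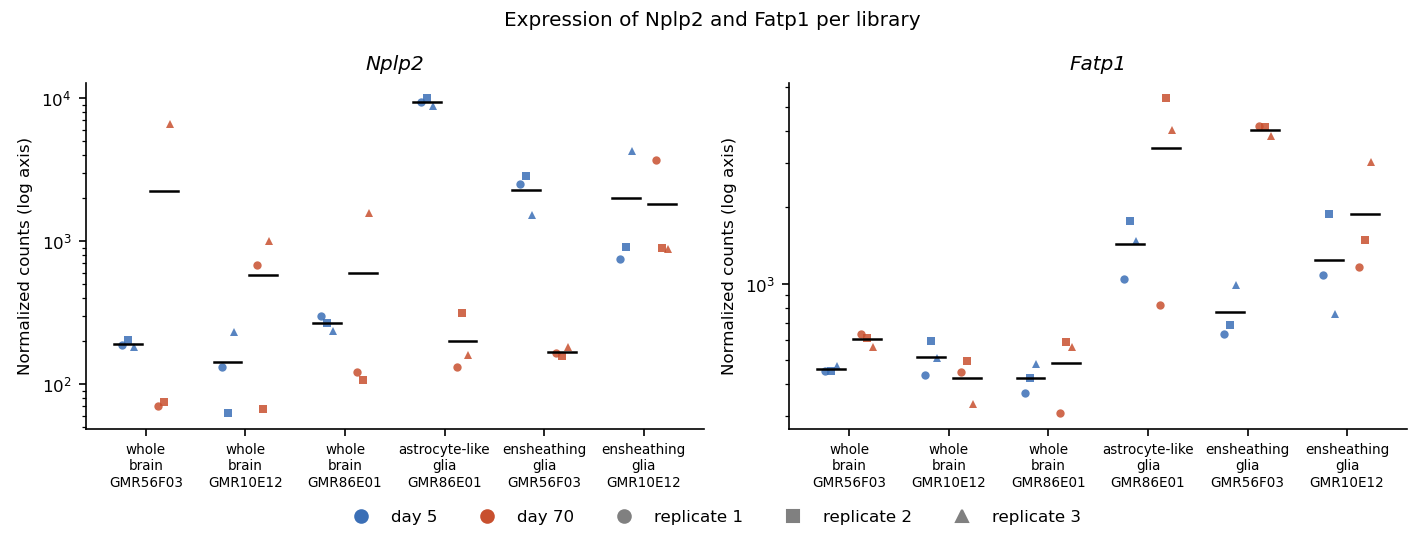
Normalized counts of Nplp2 and Fatp1 (log axes) in each library by tissue and driver line, at day 5 (blue) and day 70 (red). Points are libraries, with the symbol giving the replicate number, and bars are group means. The old whole brain library with 6636 normalized counts of Nplp2 is replicate 3 of GMR56F03.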

A lipid stain, BODIPY, revealed the presence of LDs co‐localized with mCD8::mCherry expressed in ensheathing glia with the GMR56F03 driver (Figure S4a). To confirm the presence of LDs in ensheathing glia and measure their dynamics during aging, we expressed a genetic marker of LDs, LSD2::GFP (Gronke et al., 2003; Kis et al., 2015; Welte et al., 2005), specifically in ensheathing glia (Figure 2b). By quantifying images from young and old brains, we determined that LDs marked by LSD2::GFP foci were significantly larger (*p* = 0.024) in ensheathing glia cells from old brains (Figure 2c, left) and also showed a trend toward increased total numbers (Figure 2c, right). Given that old brains contain a much smaller number of ensheathing glia cells, our quantifications suggest the accumulation of LDs in these cells over time.

We compared our RNA‐seq data from sorted ensheathing glia with published data of genomic screen genes involved in LD formation (Guo et al., 2008). 

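The full list of genes from the screen is not given in the paper. The parts of Tables S3 and S4 that could be read mark 15 genes as promoting large LDs, 10 in the first and 6 in the second, and these are the paper's own calls on these data. Of the 15, 8 rose and 2 fell in sorted ensheathing glia of both drivers. The largest rises were those of pAbp (log2 fold change 2.07, adjusted p = 1.4e-05) and eIF4H1 (1.41, adjusted p = 0.0014), from edgeR's quasi-likelihood test. Smaller rises were found for Trf2 (0.76), fs(1)h (0.64), RpS4 (0.64), Rpn5 (0.59), eIF3f1 (0.56) and 14-3-3epsilon (0.54). The genes that fell were CG9170 (-0.76) and Acsl (-0.58). Among the other 1685 genes called in these cells, 866 rose.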

In total, 11 genes that promote the accumulation of large LDs were differentially expressed in ensheathing glia, with 9 (82%) upregulated in old cells (Figure 2d, left, and Table S3). Interestingly, a similar skew was not observed in the old brain as a whole (Figure 2d, right, and Table S4), suggesting that lipid metabolism is affected specifically in old ensheathing glia (*p =* 0.049, Fisher's exact test).

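In whole brain, 3 of the 15 readable genes rose and 5 fell over the 18 libraries. The genes that rose were Ssrp (log2 fold change 1.08), fs(1)h (0.64) and CG9170 (0.23), and those that fell were ImpL2 (-2.27), Hexo1 (-0.68), eIF4A (-0.56), me31B (-0.55) and 14-3-3epsilon (-0.51). The calls of fs(1)h (adjusted p = 0.0489) and CG9170 (adjusted p = 0.0485) lay at the threshold of edgeR's quasi-likelihood test. With each whole brain library left out in turn, they were lost in 14 and 13 of the 18 fits. The direction of the called genes, 8 to 2 in ensheathing glia against 3 to 5 in whole brain, gave p = 0.145 in Fisher's exact test (two-sided). The choice of whole brain libraries moved this most. Without GMR86E01, 0 genes rose and 4 fell with edgeR's quasi-likelihood test, and p was 0.0150 in Fisher's exact test, an alternative chosen after the data were seen. With the direction of all 15 genes whatever their p, 10 rose and 5 fell in ensheathing glia against 5 and 10 in whole brain (p = 0.143 in Fisher's exact test). Here both tissues hold the same 15 genes, which this test takes as independent, so its p is only approximate. Among the genes called in both tissues, fs(1)h rose in both, while 14-3-3epsilon and CG9170 changed in opposite directions. Over all genes, the age effect differed between ensheathing glia and whole brain of the same lines in 425 of 9984 genes (150 higher and 275 lower in ensheathing glia), and in 267 with the replicate as a block.

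**Figure D2:**
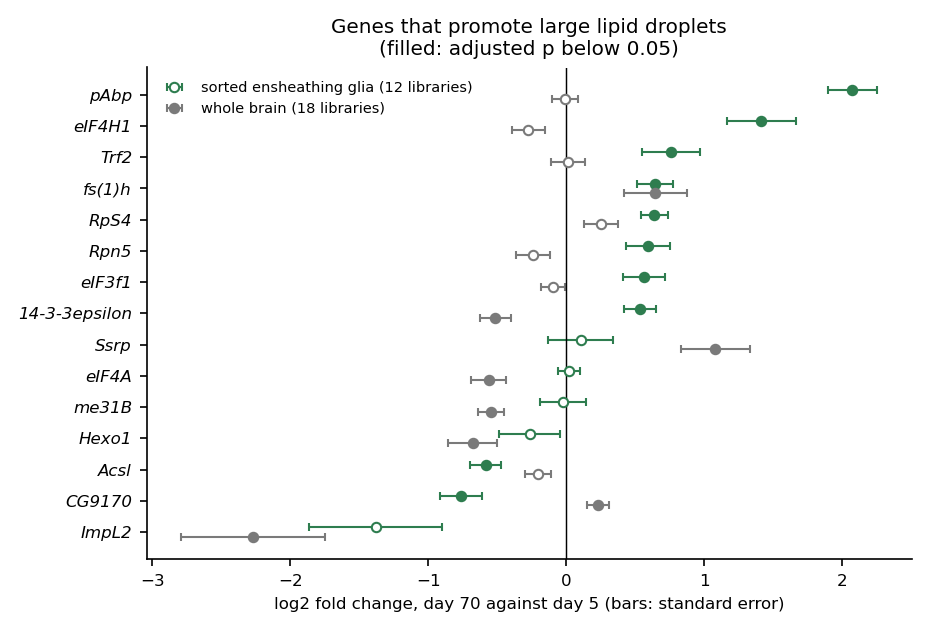
Log2 fold change with age of the 15 readable genes that promote large LDs, in sorted ensheathing glia (green, 12 libraries) and whole brain (gray, 18 libraries). Bars are standard errors, and filled points have an adjusted p below 0.05, 8 of them right of 0 in ensheathing glia and 3 in whole brain.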

In the aging mouse brain, phagocytic microglia accumulate LDs and acquire a dysfunctional state marked by genome‐wide changes in transcription, including dysregulated expression of phagocytosis genes (Marschallinger et al., 2020). We cross‐analyzed the transcriptome of LD‐high and LD‐low microglia from 18‐month‐old mouse brains against the gene expression profile of sorted young and old *Drosophila* ensheathing glia cells. Despite the large evolutionary distance between insects and mammals, we detected an overall upregulation of genes associated with the high LD phenotype in old ensheathing glia (Figure S3f), suggesting that age‐related dysregulation of lipid metabolism in glia is conserved across species.

During stress, aging, and neurodegenerative disease glia cells—and less often neurons—accumulate LDs (Bailey et al., 2015; Farmer et al., 2020; Henne et al., 2018; Liu et al., 2015, 2017; Smolic et al., 2021). Furthermore, increased lipid droplet formation following the induction of cell death has been widely observed (Farmer et al., 2020; Hakumaki et al., 1999; Shyu Jr. et al., 2018). 

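The paper does not list the members of GO terms for cell death, and a short list of 19 core cell-death genes of the fly was used. In sorted ensheathing glia of both drivers, 15 of them were expressed highly enough to test, and 10 of the 15 had a positive log2 fold change. At the adjusted p threshold, egr (log2 fold change 0.52, adjusted p = 0.0346 from edgeR's quasi-likelihood test) and puc (0.63, adjusted p = 0.0408) rose, and cass (adjusted p = 4.5e-04) and AIF (-0.92, adjusted p = 0.0373) fell. Adjusted over the list alone, 2 rose and 2 fell as well. With each library left out in turn, between 0 and 4 rose and between 1 and 2 fell. As a set, the list did not shift with age (limma's camera test, median log2 fold change 0.39, adjusted p = 0.502).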

The GO terms “*programmed cell death*” and “*apoptotic process*” were both significantly enriched (adjusted *p* = 0.02 and 0.047, respectively) in genes differentially expressed in old vs. young ensheathing glia (Table S1). Further analyses revealed that 7 out of 51 genes annotated with the GO term “*positive regulation of apoptotic process*” (GO:0043065) were upregulated in old ensheathing glia (Figure 2e, left), whereas none of them were upregulated in old astrocytes (Figure 2e, right). 

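Of 13 pro-apoptotic genes in the short list, 9 could be tested in sorted ensheathing glia of both drivers, and 1 of them, egr, was called higher at day 70. In sorted astrocyte-like glia, 8 of these genes could be tested and 0 were called higher. Of the 14 genes of the whole list tested there, 0 rose and 0 fell at the adjusted threshold, and 0 rose and 1 fell at an unadjusted p below 0.05. In ensheathing glia, 4 rose and 2 fell at that level. The age effect of egr did not differ between ensheathing and astrocyte-like glia at the threshold (difference 0.81, standard error 0.416, adjusted p = 0.241), nor did that of the whole list (limma's camera test, adjusted p = 0.766).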

For example, old ensheathing glia upregulated the pro‐apoptotic gene *hid* (Grether et al., 1995) (Figure 2f, top) and downregulated in the anti‐apoptotic gene *cass* (Rigou et al., 2009) (Figure 2f, bottom).

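The gene hid (FBgn0003997) lies on chromosome 3L from 18167745 to 18185641 on the minus strand and has 4 exons. In sorted ensheathing glia of both drivers it had 45.6 ± 17.3 normalized counts at day 5 and 91.8 ± 39.2 at day 70 (n = 6 each), a difference with p = 0.0260 (exact permutation test, two-sided, smallest possible p 0.00216). With each library left out in turn, this p ranged from 0.00216 to 0.0584. In GMR56F03 it rose from 36.1 ± 15.7 to 97.4 ± 22.1 (n = 3 each), and all 3 old libraries were above all young ones. In GMR10E12 it had 55.2 ± 15.0 and 86.2 ± 57.1, and 2 of the 3 old libraries were above all young ones. In edgeR's quasi-likelihood test, the log2 fold change of hid was 1.52 in GMR56F03 (standard error 0.429, adjusted p = 0.0394), 0.59 in GMR10E12 (adjusted p = 0.595) and 1.01 over both drivers (standard error 0.382, adjusted p = 0.0804). The call in GMR56F03 was lost in 5 of the 6 fits without a library (adjusted p from 0.0398 to 0.137). With DESeq2 the log2 fold change of hid was 1.02 over both drivers (adjusted p = 0.0428). In astrocyte-like glia, hid had 67.0 ± 28.2 and 80.5 ± 77.3 (n = 3 each, p = 0.9 in the exact permutation test, which cannot go below 0.100 at this size). In whole brain it had 75.6 ± 13.2 and 99.4 ± 19.5 (n = 9 each, p = 0.00893 in the exact permutation test), with 80.7 ± 11.1 and 78.9 ± 6.57 in GMR86E01. In edgeR the log2 fold change of hid in whole brain was 0.29 and did not pass the threshold (adjusted p = 0.162). None of the 18 fits without a library, added after the data were seen, called hid there (adjusted p from 0.101 to 0.279). The adjusted p of its age effect in ensheathing glia against that in whole brain of the same lines was 0.513 and that against astrocyte-like glia was 0.600 (edgeR).

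The gene cass (FBgn0286781) lies on chromosome 2L from 17474912 to 17477888 on the minus strand and has 7 exons. It fell from 1544 ± 300 to 903 ± 152 normalized counts in ensheathing glia (n = 6 each, exact permutation test, p = 0.00216), and every old library was below every young one. The log2 fold change of cass was -0.82 over both drivers (standard error 0.122), -0.69 in GMR56F03 (adjusted p = 0.0234, a call lost in 5 of the 6 fits without a library, with adjusted p from 0.0040 to 0.0885) and -0.92 in GMR10E12 (adjusted p = 0.0137, lost in 2 of the 6, with adjusted p from 0.0260 to 0.0592). In astrocyte-like glia it had 1051 ± 370 and 1068 ± 279 normalized counts (n = 3 each, exact permutation test, p = 1). The difference in its age effect between ensheathing and astrocyte-like glia was -0.83 (adjusted p = 0.0851). Without a replicate number this difference lay between -1.36 and -0.31 (adjusted p from 0.0240 to 0.622), called in 1 of the 3 fits. The difference between ensheathing glia and whole brain of the same lines was -0.44 (adjusted p = 0.383). In whole brain, cass had 1618 ± 111 and 1375 ± 336 (n = 9 each, exact permutation test, p = 0.0139), with 548 in 1 old GMR10E12 library, the one with the fewest counts of all. In edgeR its log2 fold change in whole brain was -0.31 (adjusted p = 0.145). The exact p stayed between 0.00522 and 0.0386 with each library left out in turn. From the rise of pro-apoptotic genes in old ensheathing glia, the paper proposes as a hypothesis that apoptosis might be responsible for the decline of these cells. It also rests this on annexin V staining and on p35, which are not analysed here, and it does not exclude other explanations.

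**Figure D3:**
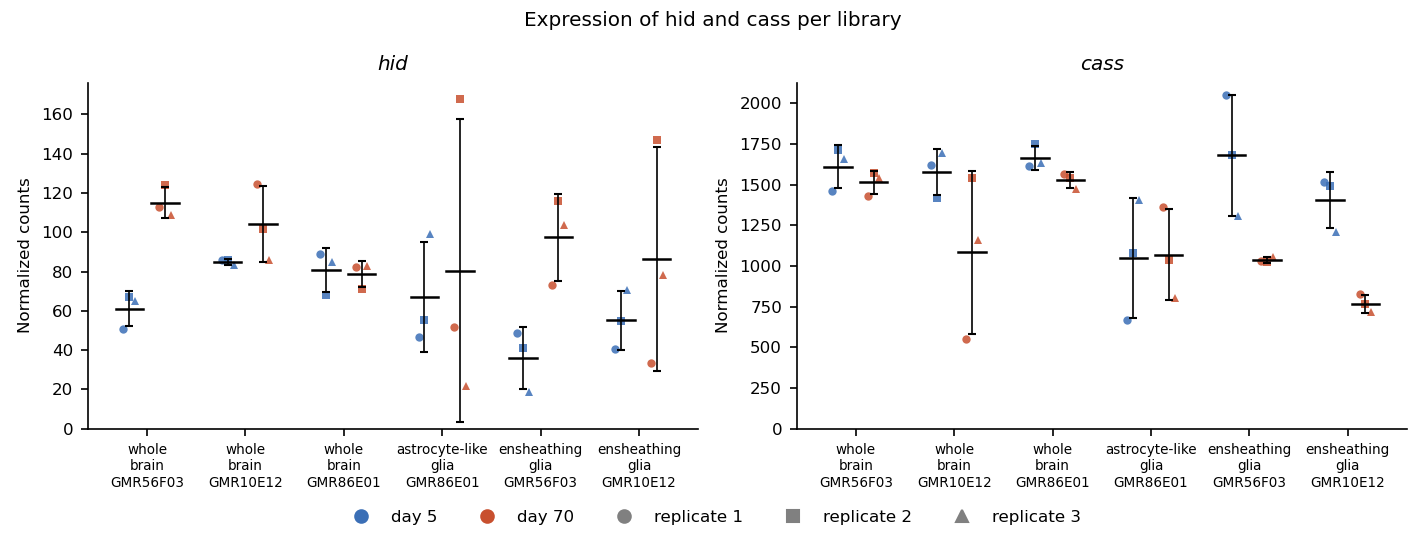
Normalized counts of hid and cass in each library by tissue and driver line, at day 5 (blue) and day 70 (red). Points are libraries, with the symbol giving the replicate number, horizontal bars are means of the 3 libraries and vertical bars are SD. In ensheathing glia of GMR10E12, 1 old library of hid (33.6 normalized counts) lies below the young ones.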

Together, our data indicate that ensheathing glia cells from older brains are characterized by a distinct transcriptional and phenotypic state, which include dysregulated lipid metabolism, accumulation of LDs, and activation of a subset of pro‐apoptotic genes.

### 2.3 Inhibiting apoptosis of ensheathing glia extends lifespan

Based on our transcriptomic analyses, we hypothesized that apoptosis might be responsible for the decline of ensheathing glia in old flies. Staining for annexin V, which can be used to detect apoptosis in *Drosophila* brains (van den Eijnde et al., 1998; Venkatachalam et al., 2008), revealed that apoptosis could be readily detected in a fraction of ensheathing glia cells in young brains and that this fraction was significantly (*p* = 0.003) increased in old brains (Figure S4b).

We reasoned that if apoptosis causes loss of ensheathing glia cells in old brains, the expression of an apoptosis inhibitor in these cells might stabilize their numbers during aging. To test this hypothesis, we utilized the baculoviral apoptosis inhibitor *p35*, which inhibits programmed cell death in *Drosophila* triggered by *hid* (Grether et al., 1995), which was one of the apoptotic genes upregulated in ensheathing glia cells from old brains (see Figure 2f). This strategy has been successfully used to prevent programmed cell death in a variety of species (Hay et al., 1994; Sugimoto et al., 1994), and, importantly, blocking apoptosis with p35 still allows normal cellular function (Davidson & Steller, 1998). Because GMR56F03‐GAL4 is a more widely employed line to drive expression in ensheathing glia cells (Kozlov et al., 2020; Kremer et al., 2017; Peco et al., 2016; Stahl et al., 2018; Wu, Li, et al., 2017) and expresses higher levels of ensheathing glia markers compared to GMR10E12 (Figure S5a), without off‐target expression in gut or ovary (Figure S5b), we focused on this ensheathing glia driver for the subsequent functional experiments.

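In the RNA-seq of sorted cells, egr had 599 ± 55.6 normalized counts at day 5 and 713 ± 75.0 at day 70 in GMR56F03, against 336 ± 85.9 and 603 ± 104 in GMR10E12 (n = 3 each). Its log2 difference between the drivers, with age as a covariate, was 0.56 (standard error 0.158, adjusted p = 0.0335 from edgeR's quasi-likelihood test). The counts of sgl were 956 ± 69.0 and 668 ± 34.8 in GMR56F03 against 557 ± 117 and 561 ± 38.6 in GMR10E12, a log2 difference of 0.53 (standard error 0.137, adjusted p = 0.0203). With each replicate number left out in turn, the log2 difference stayed between 0.40 and 0.78 for egr and between 0.40 and 0.68 for sgl, with an adjusted p above the threshold in 2 and 3 of the 3 fits. Of 5 ensheathing glia markers, 3 were called higher in GMR56F03 and 0 in GMR10E12, with a median log2 difference of 0.53. Of 4 surface glia markers, 1 was called higher in GMR56F03 and 3 in GMR10E12.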

We expressed *p35* in ensheathing glia using the GMR56F03‐GAL4 driver or in astrocyte‐like cells using GMR86E01‐GAL4 and monitored the relative abundance of the targeted cell population (Figure 3a). In young, 5‐day‐old flies, *p35* expression did not significantly affect the numbers of ensheathing glia or astrocytes (Figure 3b and Figure S5c). However, in 70‐day‐old brains, *p35* expression was sufficient to more than double the number of ensheathing glia cells, whereas no change was observed in astrocytes (Figure 3b and Figure S5d). A significant expansion in ensheathing glia numbers, but not of astrocyte numbers, was observed in all individual brain regions analyzed (Figure S5e–g). These results suggest that p35 acts specifically to inhibit the natural apoptosis of ensheathing glia cells in old brains, rather than by causing an indiscriminate increase of cell number.

**FIGURE 3:**
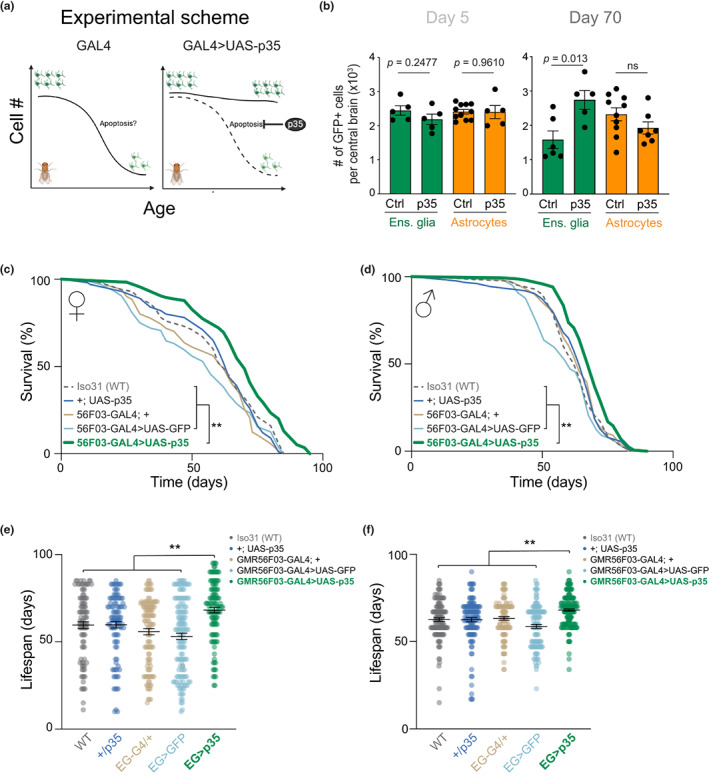
Inhibition of apoptosis in ensheathing glia extends lifespan. (a) Experimental scheme. Drivers for different glia subtypes were used to express the apoptosis inhibitor *p35*. Created with BioRender.com. (b) Quantification of ensheathing glia cells (green bars) or astrocytes (orange bars) in 5‐day‐old (left) and 70‐day‐old (right) brains, with or without expression of p35. Expression of UAS‐GFP and UAS‐p35 was driven by GMR56F03‐GAL4 or GMR86E01‐GAL4 for ensheathing glia or astrocytes, respectively. Quantification was performed as in Figure 1. Dots show individual brains. Bars represent mean ± SEM. *p* values are from Student's *t* tests. (c, d) Lifespan of female (c) or male (d) flies expressing *p35* in ensheathing glia (thick green line) and all relevant controls. The 56F03 > p35 curve was compared against each control with log‐rank Mantel‐Cox tests adjusted for multiple comparisons with the Bonferroni method, all of which gave *p* values <0.01 (**). (e, f) Lifespan distribution of individual females (e) and male (f) flies expressing *p35* in ensheathing glia compared to control flies. The black lines represent the mean ± SEM. The 56F03 > p35 group was compared to each control group with one‐way ANOVA followed by Bonferroni's multiple comparisons test. All comparisons gave *p* values <0.01 (**).

Our previous work in *Harpegnathos* ants (Sheng et al., 2020) as well as recent studies in other ants and bees (Li, Wang, et al., 2022; Zhang et al., 2022) reported a correlation between ensheathing glia expansion and increased life expectancy, but no causal link could be established. Having arrested the decline in ensheathing glia numbers by expressing *p35*, we next measured lifespan to determine whether the increased number of ensheathing glia in old brains would improve longevity. Remarkably, expression of the apoptosis inhibitor p35 in ensheathing glia significantly increased lifespan in both female and male flies compared to all relevant controls (Figure 3c–f), which included Iso31 wild type flies (WT), flies carrying the driver (GMR56F03‐GAL4; +) or *p35* gene in isolation (+; UAS‐p35), as well as GMR56F03 > UAS‐GFP flies expressing nGFP from the same ensheathing glia driver used for *p35* (see Figure S5h for genotypes and numbers). To avoid confounding background effects on lifespan, all lines used for this experiment were backcrossed ≥6 times to an isogenic wild type control (see Methods). As an additional control, expression of p35 in astrocytes using the GMR86E01 driver did not result in extended lifespan (Figure S5i–l).

### 2.4 Increased ensheathing glia numbers promote healthy brain aging

We next considered whether the lengthened lifespan of flies with an expanded ensheathing glia population were accompanied by a healthier brain state in old age. First, we determined neuromotor performance in the form of climbing activity (Gargano et al., 2005) at different timepoints. Consistent with the positive effects observed on lifespan, inhibition of ensheathing glia apoptosis significantly improved climbing performance of middle‐aged (40‐day‐old) flies when compared to control flies (Figure 4a,b).

**FIGURE 4:**
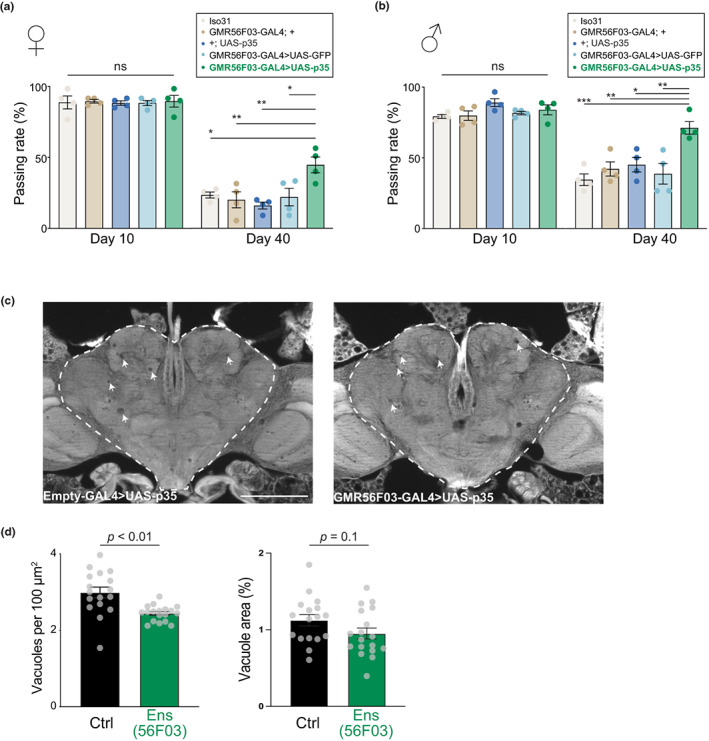
Ensheathing glia promotes functional and morphological healthy brain aging. (a, b) Climbing test for female (a) or male (b) flies at the age of 10 days (left) or 40 days (right). Each circle is a biological replicate (a vial with ≥20 flies). Bars represent mean ± SEM. The 56F03 > p35 group was compared to each control group with one‐way ANOVA followed by Bonferroni's multiple comparisons test. *p < 0.05; **p < 0.01; ***p < 0.001. (c) Histological section from the heads of two representative 70‐day‐old flies, with (right) or without (right) expression of *p35* in ensheathing glia. The arrowheads point to vacuoles. Empty‐GAL4 is a control GAL4 driver with no regulatory region (Bloomington #68384). Scale bar represents 100 μm. (d) Quantification of vacuoles in the central brain, shown by a dashed line in (d). Right, number of vacuoles; left, total vacuole area. Data are from two independent experiments. Points represent separate biological replicates (individual heads). Bars represent mean ± SEM. *p* values are from Student's *t* tests.

In *Drosophila*, one histological hallmark of aging brains is the appearance of gaps in the tissue, or “vacuoles” (Kang et al., 2017; McGurk et al., 2015). We reasoned that if ensheathing glia contribute to healthier brains with age, this may correspond to a decreased accumulation of vacuoles. Compared to controls, brains from old flies with more ensheathing glia showed a modest, but significant, reduction in the number of vacuoles and a trend towards reduction in the total area occupied by vacuoles (Figure 4c,d). This result cannot be used to discriminate whether ensheathing glia are directly or indirectly responsible for the clearance of vacuoles.

These results demonstrate that preventing the age‐associated loss of ensheathing glia is sufficient to improve neuromotor performance and mitigate the accumulation of histological damage in old brains, suggesting that ensheathing glia contribute to healthy brain aging as determined by both functional and morphological metrics.

### 2.5 Ensheathing glia delay neurodegeneration and death in a model of Alzheimer's disease

Finally, we sought to determine whether increased ensheathing glia numbers would also be sufficient to arrest or delay more aggressive pathological forms of age‐associated neurodegeneration. We utilized a genetic model that recapitulates key features of Alzheimer's disease by expressing the human amyloid‐β 1–42 fragment (Aβ42) in fly neurons using the driver nSyb‐QF2 (Figure 5a). Expression of Aβ42 in *Drosophila* results in age‐dependent molecular and behavioral effects, including Aβ42 accumulation and neuronal hyperexcitability, and ultimately a severely reduced lifespan (Finelli et al., 2004; Ping et al., 2015). Remarkably, expression of the apoptosis inhibitor *p35* in ensheathing glia greatly improved survival (Figure 5b) also in the context of this disease model, with a 15% increase in average lifespan (Figure 5c). Flies expressing *p35* in ensheathing glia displayed a significant reduction of Aβ42 accumulation in the brain (Figure 5d,e) These findings suggest that ensheathing glia reduce Aβ42‐associated lifespan decline by mitigating the accumulation of Aβ peptide, possibly through active removal of Aβ42 via phagocytosis. Consistent with this possibility, antibody stainings revealed the presence of Aβ42 within the cytoplasm of ensheathing glia cells (Figure S6).

**FIGURE 5:**
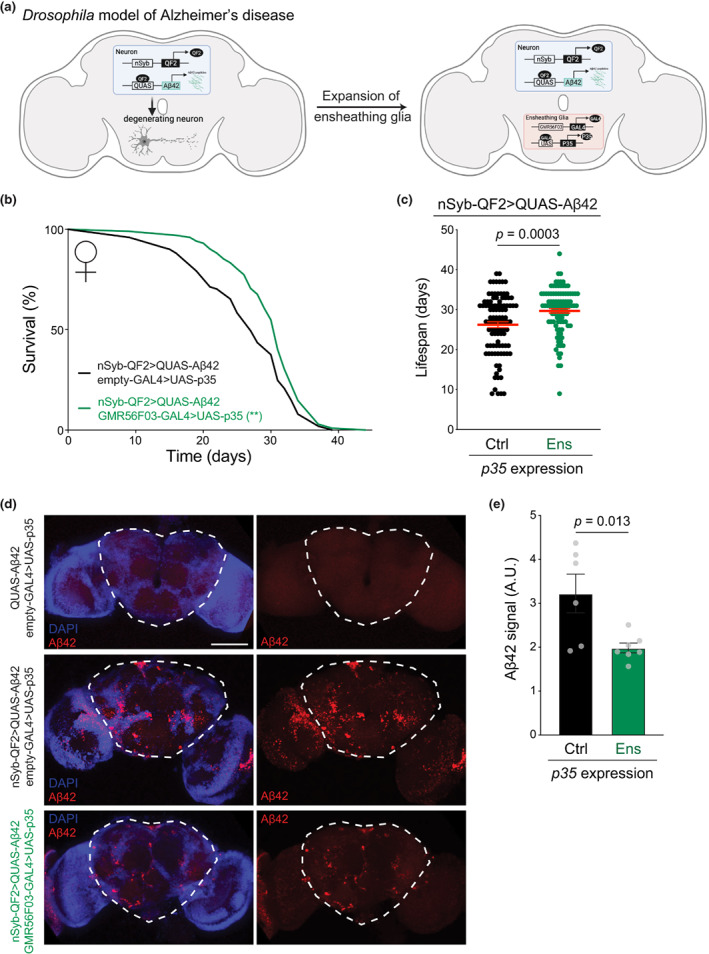
Ensheathing glia expansion prevents Aβ42 accumulation and extends lifespan in a model of Alzheimer's. (a) Experimental strategy to inhibit ensheathing glia apoptosis in a *Drosophila* model of Alzheimer's disease. Created with BioRender.com. (b) Lifespan of female flies expressing Aβ42 in all neurons and with (green, *n =* 102) or without (black, *n* = 101) *p35* expression in ensheathing glia. *p* value is from a log‐rank (Mantel‐Cox) test. **p < 0.01. (c) Lifespan distribution of individual female flies expressing Aβ42 in all neurons and with *p35* in ensheathing glia (“ens”, green) or non‐expressing controls (“ctrl”, black). Genotypes are the same as in (b). Red bars represent the mean ± SEM. *p* value is from a Student's *t* test. (d) Projections of confocal Z‐stacks from whole mount brains of 10‐day‐old females stained with anti‐Aβ42 antibody (red) and DAPI (blue). Top, negative control (QUAS‐Aβ42); middle, flies expressing Aβ42 in all neurons; bottom, flies expressing Aβ42 in all neurons and p35 in ensheathing glia. The scale bar represents 100 μm. (e) Quantification of Aβ42 signal in the central brain (dashed line) from immunofluorescence images as shown in (d). Circles represent individual replicates. Bars represent the mean ± SEM. *p* value is from a Student's *t* test.

Together, our results indicate that ensheathing glia contribute to longevity both in physiological settings by preventing age‐associated structural deterioration of the brain and in pathological settings by mitigating accumulation of toxic peptides and delaying overt neurodegenerative disease.

## 3 DISCUSSION

Glia are an indispensable component of the brain's repertoire of cells and play a key role in maintaining brain health and homeostasis. Many studies in different species have reported changes in glia composition and function with age (Davie et al., 2018; Sheng et al., 2020; Soreq et al., 2017; Ximerakis et al., 2019), but the overall physiological implications of these cellular dynamics remain poorly understood. Here, we report that the number of neuroprotective ensheathing glia declines with age in the *Drosophila* brain and that inhibition of this loss extends animal lifespan likely through improved structural as well as functional integrity of old brains. Furthermore, we show that these neuroprotective functions of ensheathing glia extend beyond normally aging brains and are beneficial in the context of pathological neurodegeneration.

### 3.1 Glia dynamics in aging brains

Aging causes cellular dysfunction and progressive loss of cell numbers. Recent studies indicate that glia are affected early and extensively by the aging process (Salas et al., 2020). In mammalian systems, unbiased and high‐throughput methods have revealed great heterogeneity in microglia, which, however, decreases over the course of development and aging (Li et al., 2019; Masuda et al., 2019, 2020). Besides the limited heterogeneity, microglia appear to switch their function from neuroprotective in the young brain to neurotoxic in the aged brain, where they accumulate LDs (Luo et al., 2010; Marschallinger et al., 2020).

Similar to microglia, the neuroprotective ensheathing glia in *Drosophila* show a declining ability to clear neuronal debris with age (Purice et al., 2017) and accumulate lipid droplets, potentially promoting neurodegeneration (Liu et al., 2015). *Drosophila* glia exhibit an abnormal activation of transcription factors in age, which in turn promotes age‐onset tau pathology (Byrns et al., 2021). Our results show that the number of ensheathing glia decreases in old brains. This conclusion is supported by two independent genetic drivers and two orthogonal quantification methods (imaging, flow cytometry) and it is true both when expressing the numbers in absolute or relative form (Figure 1 and Figure S1). Consistent with our observations, a recent study reported a loss of ensheathing glia in aging brains specifically in the antennal lobe (Cai et al., 2021).

Ensheathing glia from old brains also display an altered transcriptional profile (Figure 2). One possibility is that age causes a deterioration of the cellular functions of ensheathing glia (Hu et al., 2021; Shahidehpour et al., 2021), leading to stasis of intracellular pathways, lipid accumulation, followed by programmed cell death. The notion that apoptosis is responsible for the age‐associated decline of ensheathing glia is supported by genomic data, flow cytometry, and functional evidence: (1) pro‐apoptotic genes, including *hid* are significantly upregulated in old ensheathing glia but not in old astrocytes (Figure 2e), (2) the fraction of ensheathing glia staining for the apoptotic marker annexin V increase in old brains (Figure S4b), and (3) expression of the anti‐apoptotic gene *p35* reverts the loss of ensheathing glia and not astrocytes in old brains but has no effect on either glia subset in young brains (Figure 3b). Nonetheless, we cannot exclude alternative or additional explanations for the decline of ensheathing glia, nor do we claim that only ensheathing glia experience changes in cell numbers during aging. Importantly, our central finding that a higher number of ensheathing glia cells in old brains extends lifespan holds regardless of the precise mechanism of their natural decline.

Although they have different morphologies and transcriptional profiles, astrocytes and ensheathing glia have shared developmental origins and, to some extent, defects in one lineage can be compensated by the other (Kato et al., 2020). However, we see no evidence for a compensatory expansion of the astrocyte compartment in older brains with less ensheathing glia (Figure 1c,d), and our rescue experiments indicate that they cannot fully replace the function of the missing ensheathing glia (Figures 3, 4, 5). We cannot, however, exclude that astrocytes or other glia subtypes that we did not directly measure might undergo complex dynamics during aging, including a combination of apoptosis or expansion, perhaps via apoptosis‐induced proliferation (Fan & Bergmann, 2008). These possibilities do not affect our central conclusion that ensheathing glia numbers contribute to healthy brain aging and lifespan regulation.

### 3.2 Phagocytic glia and healthy brain aging

In addition to playing an essential role in the innate immune response, phagocytosis is required for proper neural circuit development and the maintenance of brain homeostasis (Galloway et al., 2019). Glia phagocytosis contributes to defense against pathogens and clearance of degrading axon debris during normal aging as well as disease‐specific protein aggregates, such as amyloid‐β (Aβ) in Alzheimer's disease (Jung & Chung, 2018). In the mammalian brain, two different glial cells, astrocytes and microglia, have been shown to phagocytose synapses, apoptotic cells, cell debris, and released toxic proteins (Damisah et al., 2020; Konishi et al., 2020; Tremblay et al., 2019).

The function and structure of phagocytic glia are dynamic during brain aging and disease, and they contribute in general to healthy brain function (Cheray & Joseph, 2018; Falcon‐Moya et al., 2020; Fuger et al., 2017; Pirttimaki & Parri, 2013; Shemer et al., 2015; Zhou et al., 2019). For example, microglia play a key role in the onset and progression of Alzheimer's disease and related disorders (Dzamba et al., 2016). A growing body of studies has revealed the association of microglia heterogeneity with Alzheimer's disease at single‐cell resolution (Keren‐Shaul et al., 2017; Masuda et al., 2020; Olah et al., 2020; Provenzano et al., 2021). Other studies have shown that recovery of microglia cell function can contribute to rejuvenating older brains. So far, this has been achieved by the inhibition of myeloid EP2 signaling (Minhas et al., 2021) or by reactivating phagocytosis via blockage of CD22 (Pluvinage et al., 2019). However, to our knowledge the relative abundance of phagocytic glia has not been previously manipulated to control the aging process. Our data demonstrate that the inhibition of apoptosis in ensheathing glia, which function as phagocytic glia in the fly, is sufficient to extend lifespan and to promote healthy brain aging.

While it is tempting to speculate that our conclusions might apply to the functionally analogous microglia in mammals, it is important to note that ensheathing glia and microglia have very different developmental origin, which constitutes a limitation in our cross‐species comparison. Particular genetic manipulations cause the appearance of a different phagocytic cell type in the *Drosophila* brain that might resemble mammalian microglia more closely (Stratoulias & Heino, 2015). It would be of interest to investigate whether the cellular and molecular dynamics displayed by aging ensheathing glia could also be observed in these microglia‐type cells.

### 3.3 Conclusions and outlook

In this study, we provide direct evidence that preventing the loss of ensheathing phagocytic glia in *Drosophila* is sufficient to improve lifespan (Figure 3), maintain healthy brain structure and function in normal aging (Figure 4), and protect against neurodegeneration (Figure 5). The precise molecular mechanism by which they do so remains to be investigated. We have previously shown that changes in the number of ensheathing glia cells occur naturally during aging and social reprogramming in *Harpegnathos* (Sheng et al., 2020), and caste differences in ensheathing glia abundance have been independently confirmed in another ant species as well as honeybees (Li, Wang, et al., 2022; Zhang et al., 2022). Intriguingly, the lifespan of *Harpegnathos* workers is dramatically increased (~fivefold) when they are reprogrammed into reproductive pseudo‐queens (“gamergates”) (Ghaninia et al., 2017). This reprogramming is accompanied by a physiological expansion of ensheathing glia, indicating that the abundance of this cell type in the brain can be controlled by natural pathways. The identification of the molecular signals that control the expansion of ensheathing glia in *Harpegnathos* and the potential conservation with *Drosophila* and beyond might offer an avenue to promote healthy brain aging.

## 4 MATERIALS AND METHODS

### 4.1 Fly stocks and husbandry

Stocks were maintained, and experiments conducted at 25°C and 50% humidity on a 12‐h light/dark cycle using standard Bloomington *Drosophila* medium (Nutri‐Fly). Fly stocks used in this study were empty‐GAL4 (Bloomington #68384); GMR56F03‐GAL4 (Bloomington #39157); GMR10E12‐GAL4 (Bloomington #46517); GMR86E01‐GAL4 (Bloomington #45914); UAS‐GFP (Bloomington #4775); UAS‐mCD8GFP (Bloomington #5137); UAS‐p35 (Bloomington #5072); nSyb‐QF2 (Bloomington #51960); QUAS‐Aβ42 (Bloomington #83347); G‐TRACE (Bloomington #28280); UAS‐mCherry (Bloomington #35787). The UAS‐LSD2::GFP line was a generous gift from M. Welte and was obtained from A. Sehgal's laboratory (Li, Haynes, et al., 2022) with his permission. Iso31 was a gift from A. Sehgal (Erion et al., 2016). Strains used in Figures 3c–f and 4a,b were backcrossed to this Iso31 strain six times to remove potential confounding effects from differences in genetic backgrounds.

### 4.2 Survival analysis

For lifespan test, newly eclosed flies, over a 24‐h period, were transferred into fresh food vials. After 48 h, 20 mated females or males were collected under mild CO_2_ anesthesia and transferred into fresh food vials. Flies were maintained at 25°C under the same conditions described above and transferred to new food vials 2–3 times per week, with mortality recorded during each transfer. Mortality curves were statistically analyzed using log‐rank tests in GraphPad Prism 9 and, when necessary, *p* values were corrected for multiple testing using the Bonferroni method.

### 4.3 Whole mount brain immunofluorescence and quantification of glia populations

Fly brains were dissected in cold phosphate buffered saline (PBS) as described (Tito et al., 2016) and fixed in 4% paraformaldehyde for 45 min at room temperature with rotation. Next, the brains were washed twice in PBS and permeabilized with 0.5% Triton‐X in PBS (PBST) for 2 h, then blocked with 5% goat serum in PBST for >1.5 h at room temperature. Brains were incubated with primary antibodies overnight at 4°C in 5% goat serum in PBST, washed in PBST and incubated with fluorescently conjugated second antibody for 2 h, washed with PBST and stained with DAPI for 10 min. Last, sample were washed with PBS, mounted with mounting medium (Vector Laboratories, H‐1000), and imaged on a Leica SPE laser scanning confocal microscope. Antibodies used in this study were anti‐REPO (1:5, DSHB 8D12), anti‐GFP (1:500, ab13970), anti‐RFP (1:1000, Rockland Cat# 600‐401‐379), anti‐Aβ42 (1:500, Biolegend 6E10 Cat# 803004), anti‐chicken IgG (H + L), Alexa Fluor 488 (1:500, ThermoFisher Scientific), and anti‐mouse IgG (H + L), Alexa Fluor 568 (1:500, ThermoFisher Scientific). Images represent maximum intensity projections of *Z*‐stacks from whole brains.

FIJI, FIJI macro, and ilastik were used for imaging processing and quantification. The region used to define the central brain is indicated by dashed lines in the relevant figures. This region corresponds to the whole brain minus optic lobes, and has also been referred to as “non‐visual brain” or “midbrain” in other studies (Croset et al., 2018; Gospocic et al., 2017; Ito et al., 2014). Total glial cells were quantified based on their positivity for REPO antibody staining, whereas different glia populations were quantified based on their signal for anti‐GFP antibody. In all cases, quantification was performed in all *Z* planes for ≥5 brains per condition.

### 4.4 Lipid droplet staining

After staining with anti‐RFP, brains were rinsed several times with PBST and incubated with fluorescently conjugated secondary antibody and 20 μg/mL BODIPY 493/503 (Thermo Fisher Scientific, Cat#D‐3922) for 4 h at RT. Subsequently, brains were washed with PBS three times and stained with DAPI, then rinsed immediately, mounted in mounting medium (Vector Laboratories, H‐1000), and imaged with a Nikon AX confocal microscope.

### 4.5 Quantification of apoptosis and G‐TRACE cell populations by flow cytometry

Brains from young (5 days old) and old (>50 days old) females were dissected, collected into a tube with cold Schneider's medium (SM) containing 1% BSA and washed twice. Next, we added 200 μL of dissociating solution, which included 2 mg/mL collagenase I (Sigma‐Aldrich, SCR103) and 20 μg/mL DNase I (Worthington, Cat#LS002006) in SM containing 1% BSA. Brains were dissociated at 25°C using a shaker at 500 rpm for 1 h and vigorous pipetting every 20 min. Samples were centrifuged at 4°C, 500 g for 5 min to collect the cells and annexin V staining was performed following the protocol in the Apoptosis Detection kit (Yeasen, #40304ES20) with minor modifications. Briefly, cells were resuspended in 100 μL binding buffer with 1 μL AnnexinV‐Alexa Fluor 647 and incubated for 15 min at room temperature. We then centrifuged the cells at 4°C, 500 g for 5 min and resuspended them in 200 μL PBS, then filtered through 100 μm cell strainers and immediately analyzed on a BD AriaII. For the G‐TRACE experiment, samples were filtered through 100 µm cell strainers after dissociation and immediately analyzed on a BD AriaII.

### 4.6 Climbing assay

Assay was performed as previously described (Madabattula et al., 2015; Sun et al., 2013). Groups of 20 files were transferred into an empty vial and allowed to recover for at least 30 min. The vials were tapped to force the flies to the bottom and then the animals allowed to climb for 10 s to pass a midline marked ~4 cm from the bottom of the vial. The number of flies that traversed the midline of the vial within the allotted time was recorded. The procedure was repeated three times for each vial, and the average percentage of flies that successfully passed the midline was calculated as the “climbing rate” for that vial. Four biological replicates were performed per condition.

### 4.7 Fluorescence‐activated cell sorting

Brains (10–15 per replicate) from young (5 days old) and old (70 days old) females were dissected, collected into a tube with cold Schneider's medium (SM) containing 1% BSA and washed twice. Next, we added 200 μL of dissociating solution, which included 2 mg/mL collagenase I (Sigma‐Aldrich, SCR103) and 20 μg/mL DNase I (Worthington, Cat#LS002006) in SM containing 1% BSA with 45 μM actinomycin D to block new transcription during enzyme digestion (Wu, Pan, et al., 2017). Brains were dissociated at 25°C using a shaker at 500 rpm for 1 h and vigorous pipetting every 20 min. Dissociated tissue was filtered through 100 μm cell strainers and sorted on a BD InfluxB with a 100 μm nozzle at the sorting facility of the University of Pennsylvania. Dead cells were excluded by staining with 4,6‐diamidino‐2‐phenylindole (DAPI). GFP+ cells gates were set according to the fluorescence profile of GFP‐ brain tissue. Desired glia populations (~5000 cells per replicate) were directly sorted into TRIzol for RNA extraction.

### 4.8 Paraffin embedding of fly heads and brain vacuole quantification

Heads were obtained by rapid decapitation under anesthesia then fixed in Bouin's solution (Sigma‐Aldrich, HT10132) for 5 days. Fixation was terminated by submersion in leaching buffer (50 mM Tris pH 8.0_RT_, 150 mM NaCl) for 1 h at RT. Heads were then processed through graded EtOH dehydration at the following times and concentrations: 30 min 70%, 30 min 90%, 30 min 95%, 30 min 100%, 30 min 100%, followed by xylenes (2×, 30 min) and finally fixed in paraffin. Heads were blocked and sectioned into 8 μm thick ribbons. Ribbons were deparaffinized by heating at 65°C for 1 h followed by washes in histoclear I and II (VWR; 101412‐876, 10141‐8822) for 5 min. For assessing brain vacuolization, sections were mounted with Cytoseal XYL (ThermoFisher, 8312‐4). Sections were imaged on a Leica DFC360 FX under 10× objective, 1.6× magnification with fixed exposure settings. Fly brain tissue is auto‐fluorescent due to pigmented eyes; thus, signal was detected using an I3 filter cube.

Brain vacuolization was quantified in FIJI as follows: For each brain, numbers of vacuoles and vacuolar area in the central brain region (dashed line in Figure 4c) were quantified and divided by the total are of the central brain region to obtain the density per 100 μm^2^ or % vacuolar areas. Vacuole area was set by manual thresholding. Image acquisition and analysis was performed blind to sample identity.

### 4.9 RNA isolation, library preparation, and sequencing

The RNA was purified with TRIzol and library preparation followed by the Smart‐seq3 protocol (Hagemann‐Jensen et al., 2020) with minor modification. Briefly, purified RNA in Smart‐seq3 buffer (5% PEG8000, 0.1% Triton X‐100, 0.5 U/μL RNase inhibitor, 0.5 μM Smart‐seq3 oligo‐dT primer, and 0.5 mM dNTP) was incubated at 70°C for 2 min to denature the RNA. Next, reverse transcription mix (25 mM Tris–HCl pH 8.3_RT_, 30 mM NaCl, 1 mM GTP, 2.5 mM MgCl_2_, 8 mM DTT, 0.5 U/μL RNase inhibitor, 2 μM TSO and 2 U/μL of maxima H‐minus reverse transcriptase enzyme) was added to each sample. Reverse transcription and template switching were carried out at 42°C for 90 min followed by 10 cycles of 50°C for 2 min and 42°C for 2 min. The reaction was terminated by incubating at 85°C for 5 min. PCR pre‐amplification was performed by directly adding KAPA HiFi HotStart ReadyMix and 0.5 μM forward primer and 0.1 μM reverse primer to a 50 μL reaction volume. The PCR was performed with the following cycle: 3 min at 98°C for initial denaturation, 5–9 cycles (depending on the starting amount of RNA) of 20 s at 98°C, 30 s at 65°C, and 4 min at 72°C. Final elongation was performed for 5 min at 72°C. After PCR, the cDNA was purified twice with 0.6× SPRIselect beads (Beckman Coulter, CA). Next, 600 pg of preamplified cDNA were tagmented with Tn5 transposase (Lucigen) pre‐loaded with suitable adapters. Libraries were further amplified for 14 cycles using custom Nextera‐compatible primers with different indexes with KAPA HiFi HotStart ReadyMix. Libraries were loaded at 2.4 pM and sequenced on an Illumina Nextseq 500. The read configuration was 38 (read1), 8 (index1), 8 (index2), 38 (read2). The sequences of the oligonucleotides utilized are in Table S6.

### 4.10 RNA‐seq analysis

Smart‐seq reads were mapped using STAR 2.7.3a (Dobin et al., 2013) to the *Drosophila* genome assembly dm6. Unmapped and improperly paired reads were removed from bam files. Reads per gene annotated in the FlyBase release 2019_05 were computed using an in‐house R script based on the GenomicRanges (Lawrence et al., 2013) function summarizeOverlaps, which counts the number of reads overlapping with the exons of each gene in the default “union” mode. Normalized count matrices and differential expression analysis were performed using DESeq2 (Love et al., 2014). PCA plots were made using the plotPCA function in DESeq2, with variance stabilized counts as the input. Differentially expressed genes were considered to be any gene with a *p*‐adjusted values of <0.05.

### 4.11 Heatmaps

Heatmaps were constructed using the pheatmap R package. Normalized counts for genes with differential expression (*p*‐adjusted <0.05) between Day 5 and Day 70 of either of the ensheathing glia driver lines were visualized, with values scaled by row. The comparison of mouse microglia with low or high LD content (Marschallinger et al., 2020) was done by first computing homologous genes. The top homolog for each fly gene and each mouse gene was determined using BLASTp, retaining hits with an *e*‐value <0.01. Only gene pairs with 1–1 mapping (reciprocal top hits) were considered in the final analysis. Normalized expression levels were divided by the overall mean for the species (all fly expression divided by the mean fly expression, and all mouse expression divided by mean mouse expression) for ease of visualizing the two species on the same heatmap.

## AUTHOR CONTRIBUTIONS

L.S. conceived the study with R.B. and designed and performed most experiments with help from J.G. E.J.S. performed all bioinformatic analyses. M.S. and L.J. performed imaging experiments. C.N.B. and F.C. performed histology in N.B.'s laboratory. S.L.B. obtained funding and supervised L.J.'s work. L.S., EJ.S., and R.B. wrote the manuscript with help from all authors.

## CONFLICT OF INTEREST STATEMENT

None declared.

## Supporting information

Figure S1–S6
Click here for additional data file.

Table S1–S6
Click here for additional data file.

## Data Availability

Next generation sequencing data generated for this study have been deposited in the NCBI GEO with accession number GSE179604. All full resolution imaging files are available at https://figshare.com/s/cd2779665a9ff9662f2f.

How the deposited data were processed for this re-analysis (not part of the article)

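The paper's RNA-seq of fly brains was re-analysed from the table of counts that the authors deposited. It holds 36 libraries, from sorted GFP+ cells and from the unsorted cell suspension (whole brain) of 3 driver lines at day 5 and day 70, with 3 replicates each. The lines GMR56F03 and GMR10E12 mark ensheathing glia and GMR86E01 marks astrocyte-like glia. Each library was assigned to its tissue, driver line, age and replicate number by its label, and none was left out. Imaging, survival, behavior and the mouse microglia data were not analysed here, nor were the GO terms, the screen of lipid droplet genes beyond the readable part of Tables S3 and S4, or the single-cell marker lists, whose members the paper does not give.

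The values are counts of reads per gene that the authors made by aligning paired reads to dm6 with STAR, removing improperly paired reads and counting on FlyBase genes with summarizeOverlaps in union mode, and they are not normalized. The paper's own comparisons used DESeq2 with an adjusted p below 0.05. Of the 17562 genes, 17523 (99.8%) matched the dm6 annotation by their symbol or an older symbol, and positions were taken from there. GC content could not be computed, since no genome sequence was at hand. Total counts per library ranged from 912285 to 17060052. Ribosomal RNA genes held 3.03% to 14.3% of the counts, genes of the mitochondrial genome 5.61% to 17.8%, and the 10 most abundant genes of a library 10.0% to 25.6%. Between 7970 and 12130 genes had counts in a library. Reads amplified by PCR are not independent molecules, so the smallest level a library can show (3 counts) covers counting error only.

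From the counts, edgeR 4.0.16 in R 4.3.3 gave log2 fold changes and p with its quasi-likelihood test (two-sided), TMM normalization, its default filter on low counts and Benjamini-Hochberg adjustment. This test gives no standard error. Those of edgeR fits printed here are the size of the log2 fold change divided by the square root of the F statistic, so they carry no information beyond the test. Genes were called at an adjusted p below 0.05. Age was tested in ensheathing glia of both drivers, in each driver, in astrocyte-like glia and in whole brain, each on its own libraries, with driver line as a covariate where lines were combined. The difference in age effect between glia types, drivers, and ensheathing glia and whole brain was tested as an interaction. Sorted glia were also compared with whole brain, ensheathing with astrocyte-like glia, and GMR56F03 with GMR10E12. Gene families were tested with limma 3.58.1 (camera with an inter-gene correlation of 0.01, two-sided, adjusted over the 18 sets tested in a comparison). The PCA used variance-stabilized counts from DESeq2 1.42.0 of the 500 most variable genes. Counts of hid and cass, divided by DESeq2's size factors, were compared with exact permutation tests of the difference in means. The directions of lipid droplet genes were compared with Fisher's exact test.

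Replicate numbers in the labels pair sorted with unsorted libraries, which the paper states came from the same brains. Between ages and driver lines the same number stands for different flies. Whether same-numbered libraries deviate together was checked by the correlation of their deviations from the group means.

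The groups, the tests, the lists of gene families and markers, most alternatives and the rule for named genes were chosen before the data were examined. The rule named every gene that the paper names for its RNA-seq, the lipid droplet genes of Tables S3 and S4 and the members of the cell-death list. In each age comparison it added the 3 genes that rose and the 3 that fell with the smallest adjusted p among genes whose ages did not overlap in normalized counts.

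The alternatives were DESeq2's test, DESeq2's size factors in edgeR, no filter or a minimum of 10 counts in every library, the replicate number as a block, 1 fit over all 36 libraries, no driver covariate, each library, replicate number or driver line left out in turn, other gene set tests, 2000 genes or log2 (CPM + 1) for the PCA, and other scalings and permutations for hid and cass. Added after the data were seen were DESeq2 with driver lines left out of whole brain or without the driver covariate, counts thinned to the smallest library, total counts as the scale for ribosomal protein genes, each whole brain library left out in turn in the comparison of all genes (for lipid droplet genes and for the counts of hid and cass this was chosen earlier), lipid droplet genes without GMR86E01 in whole brain, and replicate numbers as a block across driver lines.

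The tests were tried on simulated counts with 200 changed genes, drawn from the means and library sizes of the real libraries. All simulated changes were larger than those of hid, cass and egr with age, and none was placed in the genes with the lowest total counts. The shares recovered therefore do not measure the power for small changes or weakly expressed genes. In the design of both ensheathing glia drivers, edgeR recovered 197 of the 200 with 9 false calls among 8970 genes. In the design of astrocyte-like glia it recovered 144 with 9 false calls among 8585 genes, and DESeq2 recovered 182 with 63 false calls, which made up 25.7% of its calls.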

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

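In this part, the counts of other splits of the libraries and the tests on Nplp2, cass, surface glia markers, scaling to total counts, whole brains of GMR86E01 and the flies of the driver lines were chosen only after the result was seen. Single libraries far from the rest of their group were looked for in the genes that the paper names, in 44 groups of 6 or 9 libraries. In 10 of them the gap between the most extreme library and its neighbor was above Dixon's 95% critical value, where chance gives 2.2. In ensheathing glia all 4 such libraries were from GMR10E12. For alrm, 1 library had 7150 normalized counts at day 5 (the other 5 between 10978 and 12172) and another had 5197 at day 70 (3701 to 4182). For Fatp1, 1 library at day 5 had 1887 (634 to 1082), and for Nplp2, 1 library at day 70 had 3723 (157 to 902). In whole brain at day 5, replicate 2 of GMR10E12 had 550 normalized counts of repo (the other 8 between 163 and 340) and 5019 of alrm (985 to 3005). No explanation was tested for the values of alrm, Fatp1 and repo in these libraries.

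In whole brain at day 70, replicate 1 of GMR10E12 stood apart in 3 genes, with 399 normalized counts of repo (212 to 292 in the others), 125 of sgl (227 to 323) and 548 of cass (1161 to 1571). This library has the fewest counts of all, 912285, of which 14.3% were ribosomal RNA, against 4.00% to 11.5% in the other whole brain libraries. A poor library is a candidate explanation for its low cass, and the values cannot be told apart from it. Without this library the exact permutation p for cass in whole brain was 0.0257 (0.0139 with it), so that p does not rest on it alone. Replicate 3 of GMR10E12, with 11.5% ribosomal RNA and the next lowest cass (1161), stayed in. In edgeR the fall of cass was not called (log2 fold change -0.31, adjusted p = 0.145). Its size lay between -0.39 and -0.20 with each library left out in turn. No biological explanation was tested, since the replicates of this group differ in no condition.

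Nplp2 had 6636 normalized counts in replicate 3 of GMR56F03 whole brain at day 70, against 67.0 to 1577 in the other 8. RNA from fat body attached to the brains is a candidate explanation. Across the 18 whole brain libraries, Nplp2 followed the mean of 7 fat body markers (Spearman's rho 0.604, permutation p = 0.00993, adjusted p = 0.0149 over the 6 correlations tested, and Pearson's r 0.797, permutation p = 1.6e-04, adjusted p = 9.6e-04). Without the 2 libraries farthest from the median of the markers, r was 0.679. Within day 5, rho was 0.617 (exact p = 0.0857, adjusted p = 0.0857) and r was 0.805 (exact p = 0.0126, adjusted p = 0.0151). Within day 70, rho was 0.867 (exact p = 0.00451, adjusted p = 0.00902) and r was 0.894 (exact p = 0.0023, adjusted p = 0.0069). The library with the high value had 7271065 counts, close to the whole brain median of 7019881, while the smallest library ranked number 4 in CPM of Nplp2, so depth was not ruled out for the other libraries. In GMR10E12 ensheathing glia at day 70, the library with 3723 normalized counts of Nplp2 also had 2061 CPM of the fat body gene Yp1. Without it, the log2 fold change of Nplp2 in GMR10E12 went from -0.17 to -1.24 and did not pass the threshold (adjusted p = 0.316), with a day 5 library of 4309 normalized counts among the 5 left, so that library was not ruled out as the reason for the missing fall there. Fewer blood cells in old GMR56F03 libraries were also weighed for the fall of Nplp2, but the hemocyte markers changed there by a median of -0.33, far less than Nplp2.

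The effect of age differed between ensheathing and astrocyte-like glia in 1139 genes. Fitted with 1 age effect per glia type for all lines, this comparison called 1080 genes, more than any other of the 27 ways to let one driver line stand for astrocyte-like glia in each replicate number (1 of 27, with 106 for the next). Of 22 neuron markers, 15 differed, with a median difference of -1.82, because they rose in astrocyte-like glia, where the median of the 4 astrocyte markers tested fell. RNA from other brain cells in the old sorted GMR86E01 libraries is a candidate explanation for the rise of the neuron markers. Across 8526 genes outside the marker lists, the age effect in astrocyte-like glia followed a difference at day 5, that of GMR86E01 whole brain minus sorted ensheathing glia. Spearman's rho was 0.375, across genes, which are not independent replicates. For the age effect in ensheathing glia rho was -0.212, but against whole brain of GMR56F03 and GMR10E12 minus sorted astrocyte-like glia at day 5. The 2 values have different references and are not directly comparable. A share of 22.6% of old whole brain RNA would give the rise of the neuron markers. Such mixing predicts a median fall of the astrocyte markers of -0.36, against -2.28 observed and -1.21 in whole brains of GMR86E01, so dilution alone does not account for their fall. The neuron markers did not rise in whole brains of GMR86E01 (median -0.19), so the rise is not one shared by the brain. The rise of the neuron markers cannot be told apart from RNA of other brain cells.

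Genes of cytoplasmic ribosomal proteins, a family the paper does not discuss, rose with age in sorted ensheathing glia. Of 85 tested, 75 were called higher and 0 lower, and all 85 had a positive log2 fold change (median 0.73, limma's camera test, adjusted p = 2.1e-35, but 0.181 with the correlation between genes estimated from the data). The age effect of 82 of 86 such genes differed between ensheathing and astrocyte-like glia, with a median difference of 0.98. The family also rose in whole brain (17 of 86 called higher, 82 positive, median 0.32, adjusted p = 5.3e-06, but 0.642 with the correlation estimated), where its share of the counts went from 4.31% ± 0.555 to 6.09% ± 1.89 (SD, n = 9 each, permutation p = 0.00175, two-sided, within driver line). This rise was uneven, from 4.66% to 5.07% in GMR56F03 (n = 3 each, exact p = 0.5), from 3.96% to 5.06% in GMR86E01 (exact p = 0.1) and from 4.32% to 8.15% in GMR10E12 (exact p = 0.1), where the 2 old libraries with the highest shares had 14.3% and 11.5% of ribosomal RNA. In the 12 libraries of GMR56F03 and GMR10E12, 2 of 86 genes were called higher, while the set shifted up (median 0.42, adjusted p = 4.3e-07). Against whole brain of the same lines, the age effect in ensheathing glia was larger by a median of 0.24 (set adjusted p = 1.1e-04), with 0 of 86 genes called and 10 at an unadjusted p below 0.05. In ensheathing glia the family rose under TMM, under DESeq2's size factors (median 0.74) and as a share of all counts. In astrocyte-like glia it fell under TMM (median -0.24) and under DESeq2's size factors (median -0.28), and its sign flipped when scaled to total counts (median 0.15), which moved the median of all genes there by 0.39, so relative to all genes the family did not change direction. Total counts moved that median by 0.0157 in ensheathing glia and by 0.14 in whole brain, where the family had medians of 0.74 and 0.45. Its share of all counts in astrocyte-like glia, which carries the same shift, was 8.58% ± 1.10 at day 5 and 9.55% ± 0.320 at day 70 (SD, n = 3 each, exact permutation p = 0.2, two-sided). At this size neither this p nor those of single whole brain lines can go below 0.1, so the test cannot settle whether the shares differ. DESeq2's size factors moved the median of all genes by at most 0.0352 in these comparisons. In ensheathing glia the share rose from 5.91% ± 0.893 to 9.54% ± 1.14 (SD, n = 6 each). The ages did not overlap in either line, and permuting them within driver line gave an exact p of 0.005, the smallest it can give.

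The technical explanations for this rise were tested in turn. All 75 genes were still called after every library was thinned to the size of the smallest. The median was 0.72 without the 20 most abundant other genes. Among 10000 random lists matched on gene length and expression, 0 had a median as large, and the highest was 0.30. RNA of the make-up of whole brain at day 5 would lower the family, which was lower there than in sorted ensheathing glia by a median of -0.30. RNA from other sources was not ruled out. The family's share of counts was 8.58% at day 5 and 9.55% at day 70 in astrocyte-like glia, against 5.91% in young ensheathing glia. In old whole brain of GMR10E12 it was 8.15%, above young ensheathing glia of that line (6.16%). In old whole brain of GMR56F03 it was 5.07%, below young ensheathing glia of that line (5.66%). None of these tests was in favor of a technical origin, but that for RNA from other cells covered whole brain at day 5 only. GC content, reads shared with pseudogenes and the number of cells behind a library were not tested. A change of ribosomal protein expression with age is consistent with the median of 0.72 and remains a hypothesis, and whether it is limited to ensheathing glia was not settled.

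Sorted GMR56F03 and GMR10E12 libraries, which the paper treats as one cell type, differed in 1058 genes. None of the other 3 ways to exchange the lines within replicate numbers called as many (1 of 4 splits), a share that cannot fall under 0.05 in this design. The count is larger than those between either line and GMR86E01. Each of these fits took 1 age effect for both lines. The age effect differed in 1139 genes between ensheathing and astrocyte-like glia, but in 64 between GMR56F03 and GMR10E12. Such unmodeled differences can lower the counts against GMR86E01, so the ranking of the counts may partly reflect the fit. Of the 1024 that could be tested in whole brain, 15 were called there in the same direction, but only 16 genes were called between the whole brains at all, and 708 of the 1024 had the same direction there, so a strain difference was not ruled out. With the mean of fat body and hemocyte markers in the fit, 656 genes were still called, and 929 after thinning to the smallest library, so neither RNA of these 2 tissues nor depth accounts for most of them. Of 11 photoreceptor markers, 7 were called higher in GMR10E12 (median -2.83, GMR56F03 minus GMR10E12), and RNA from photoreceptors was not tested. Surface glia among the cells sorted with GMR10E12 is a candidate explanation. The surface glia markers were higher in sorted GMR10E12 cells than in whole brain of that line by a median log2 difference of 3.58, against 0.55 in GMR56F03. One of them, Tret1-1, had 1295 ± 522 CPM in sorted GMR10E12 cells and 78.4 ± 39.2 in sorted GMR56F03 cells (SD, n = 6 each). Between the sorted lines, 3 of the 4 markers were called higher in GMR10E12 and 1 in GMR56F03. The marker moody went the other way from Tret1-1, with 141 ± 25.6 CPM in GMR10E12 and 225 ± 21.4 in GMR56F03. The age effect differed between the lines in 64 genes, and 1 of 4 splits called as many. Of 57 of these that could be tested in whole brain, 40 differed there in the same direction (70.2%, against 55.3% of all 8173 genes compared). In a few, such as a10 (-3.30 in sorted cells and -5.19 in whole brain) and CG18067 (3.97 and 4.10), the size was also alike, so a difference between the flies of the lines was not ruled out.

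Between ensheathing glia and whole brain of the same lines, the age effect differed in 425 genes. Fitted with 1 age effect per tissue for both lines, 306 were called, more than in any of the other 31 ways to exchange sorted and whole brain libraries (1 of 32 splits, with 27 for the next). An effect of sorting on the RNA of old and young cells was not tested.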

How the results depend on the processing

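The alternatives in this part that were chosen only after the result was seen were the tests on counts thinned to the smallest library, on whole brain with DESeq2 and a driver line left out, on lipid droplet genes without GMR86E01 in whole brain, and with replicate numbers as a block across driver lines. For single named genes, 304 values under alternatives that kept every library were computed for 74 results, of which 280 kept their direction and their side of the threshold, 16 lost their call, 5 gained one and 3 changed direction. With a library or replicate number left out, 801 values gave 714, 66, 12 and 9. For counts of genes, gene sets and other comparisons, 249 values over 52 results gave 213 that held, 15 counts or shares that moved, 14 weaker, 6 stronger and 1 in the other direction. With a library or replicate number left out, 261 values over 35 results gave 191 that held, 46 that moved, 8 weaker, 13 stronger and 3 in the other direction. Unless a value below shows the cause of a change, the cause was not tested.

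DESeq2 in place of edgeR called 1292 genes changed with age in GMR10E12 (825 with edgeR), 1224 in astrocyte-like glia (553), 289 with an age effect that differed between the drivers (64) and 746 that differed between ensheathing glia and whole brain (425). In simulated data DESeq2's false calls made up 11.2% to 25.7% of its calls and edgeR's 3.40% to 7.51%. A fit over all 36 libraries called 733 genes in GMR56F03 (1297), 1242 in GMR10E12, of which 502 rose and 740 fell (40.4% rose against 54.2% in its own fit), and 2226 in astrocyte-like glia, of which 1448 rose and 778 fell (65.0% against 43.4%). With at least 10 counts in every library, 3109 genes differed between sorted glia and whole brain (6482). Thinned to the smallest library, whole brain gave 1200 genes (2007). Without GMR56F03 it gave 686 and without GMR86E01 993, but without GMR10E12 it gave 2287. For the first PC, 91.6% of the variance lay between sorted glia and whole brain on log2 (CPM + 1) counts (94.2%).

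Same-numbered libraries of day 5 and day 70 come from different flies, and the mean correlation of their deviations was 0.0231. With the replicate number as a block, 1267 genes changed with age in ensheathing glia, 1064 in GMR56F03, 555 in GMR10E12, 548 in astrocyte-like glia and 1590 in whole brain. The age effect differed between glia types in 923 genes, between the drivers in 24 and between ensheathing glia and whole brain in 267. The paired design called 6203 genes between sorted glia and whole brain. As a block across driver lines, where the mean correlation was -0.00111, the replicate number gave 1086 genes between glia types and 1295 between the drivers. With the block, 0 cell-death genes rose in ensheathing glia (2 without it, and 4 at an unadjusted p below 0.05 without it). The mitochondrial genome set in whole brain had an adjusted p of 0.0466, and hid in ensheathing glia an exact p of 0.0625 when same-numbered pairs were exchanged. The sign changed for hid in astrocyte-like glia (log2 fold change -0.0767 with the block, adjusted p = 0.979) and for Fatp1 in whole brain (-0.0116 with the block, adjusted p = 0.969, and -0.0346 without GMR86E01, adjusted p = 0.915). Over their alternatives the adjusted p ranged from 0.682 to 0.979 for hid and from 0.607 to 0.999 for Fatp1.

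Gene set tests depended most on how the correlation between genes was treated. With it estimated per set, the adjusted p was 0.181 for cytoplasmic ribosomal proteins and 0.442 for oxidative phosphorylation in ensheathing glia. In astrocyte-like glia it was 0.738 and 0.558 for these sets, 0.558 for the mitochondrial genome and 0.319 for neuron markers. In whole brain it was 0.642 for cytoplasmic ribosomal proteins and 0.0890 for both mitochondrial ribosomal proteins and oxidative phosphorylation. With the rotation test, the adjusted p was 0.0188 for lipid droplet genes in ensheathing glia, 0.127 for cytoplasmic ribosomal proteins in whole brain, and in astrocyte-like glia 0.284 for cytoplasmic ribosomal proteins, 0.0509 for oxidative phosphorylation, 0.0745 for the mitochondrial genome and 0.684 for cell-death genes, whose direction changed.

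For hid in ensheathing glia, the log2 fold change of 1.01 passed the threshold with DESeq2 (1.02), with at least 10 counts in every library (1.04) and in the fit over all 36 libraries (1.03), and its adjusted p ranged from 0.0171 to 0.206 over all alternatives. Fisher's exact p for the lipid droplet genes was 0.0150 without GMR86E01 in whole brain and 0.0350 to 0.315 over 30 fits that each left out one library, in which 1 to 3 of the genes rose in whole brain.

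With 1 library left out, age changed 829 to 1283 genes in GMR56F03, 301 to 590 in GMR10E12 and 201 to 512 in astrocyte-like glia. With 1 replicate number left out, the age effect differed in 204 to 876 genes between glia types, 5 to 291 between the drivers and 70 to 121 between ensheathing glia and whole brain, while 444 to 758 genes differed between glia types and 396 to 635 between the drivers. PC1 then had 92.2% to 94.9% of its variance between sorted glia and whole brain. Fewer libraries also mean less power, and the 2 were not separated.

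For single genes with 1 library left out, the log2 fold change ranged in ensheathing glia from 0.81 to 1.25 for hid, in GMR10E12 from -1.24 to 1.13 for Nplp2 and from -0.0437 to 0.97 for hid, in astrocyte-like glia from -0.89 to 0.71 for hid and from -0.25 to 0.33 for cass, and in whole brain from -0.0176 to 0.10 for Fatp1. With 1 replicate number left out, sgl ranged from 0.43 to 0.86 between glia types and from 0.40 to 0.68 between the drivers, and egr from 0.40 to 0.78 between the drivers. In exact permutation tests, two-sided, the p ranged from 0.00216 to 0.0584 for hid in ensheathing glia, and from 0.4 to 1 for both hid and cass in astrocyte-like glia. Of the cell-death genes, 0 to 4 rose and 1 to 2 fell in ensheathing glia.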

Differences from the paper's values

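Of the tests in this part, those on lipid droplet genes without GMR86E01 in whole brain with DESeq2 without GMR86E01 and with edgeR on cass without single whole brain libraries were chosen only after the result was seen. For the direction of genes that promote large LDs, the paper's p in Fisher's exact test was 0.049 and the value here was 0.145. Of the alternatives set before the data were examined, DESeq2's calls (0.162), DESeq2's size factors in edgeR (0.145), the replicate block (0.103) and the direction of all genes whatever their p (0.143) did not close the gap, nor did leaving out any ensheathing glia library. Leaving out 1 whole brain library closed it in 15 of 18 fits (0.0350 to 0.0584). Without GMR86E01 in whole brain, chosen after the values were seen, edgeR gave 0.0150 and DESeq2 0.0584. In that DESeq2 fit 2 genes rose and 5 fell in whole brain, the same split as in the paper. In ensheathing glia 8 rose and 2 fell, fewer called genes than the paper counts, since only part of its list could be read. The p values thus rest on different lists of genes.

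For hid in whole brain, the paper's p from Student's t test was about 0.005 in Fig. 2f, read by eye. The exact permutation p here, from a different test, was 0.00893. Of the alternatives set before the data were examined, only the fits that left out an old GMR86E01 library closed the gap (0.00366 to 0.00596). For hid in ensheathing glia, the paper's p from Student's t test was about 0.009 in Fig. 2f, read by eye. The exact permutation p here was 0.0260. None of the alternatives set before the data were examined closed this gap, and leaving out 1 library moved it past the paper's value (0.00216). The paper's log2 fold change of hid in whole brain in Table S4 is 0.51, and the value here was 0.29. It was 0.49 without GMR86E01, which closed the gap and is a fit set before the data were examined for the whole brain comparison, though not for single genes. It was 0.31 with DESeq2, 0.32 with DESeq2's size factors in edgeR, 0.29 with the replicate block and 0.31 with no driver covariate, which did not. The values of Table S4 were matched to within 4.9e-05 by DESeq2 on the 12 whole brain libraries of GMR56F03 and GMR10E12, a fit chosen after the values were seen. On all 18 libraries they differed by a median of 0.101.

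The paper states that the ages separate along the second PC. Here sorted GMR10E12 libraries of the 2 ages overlapped there, from -11.2 to 5.06 at day 5 and from 3.96 to 16.3 at day 70. The paper states that a PCA of glia markers separates the ensheathing glia drivers from the astrocyte-like driver. With the shorter list of markers used here, no single PC did so, but the 2 together did. GMR10E12 libraries (2.26 to 5.90) lay above those of GMR86E01 (-7.87 to 1.07) on the first PC and GMR56F03 libraries (1.88 to 2.66) above those of GMR86E01 (-4.00 to 1.13) on the second. The paper states that egr was higher in sorted ensheathing glia than in sorted astrocyte-like glia. The log2 difference here was 0.41 (edgeR's quasi-likelihood test, adjusted p = 0.246), and no alternative called it, with the adjusted p between 0.0849 and 0.725.

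The paper states that Nplp2 was the gene most strongly downregulated in GMR56F03. It ranked number 1 by p among the genes that fell. By log2 fold change it ranked number 8 among the genes called lower and number 12 among all genes with edgeR, and number 28 and 57 with DESeq2. The paper states that old ensheathing glia upregulated hid. Over both drivers the adjusted p was 0.0804 with edgeR, while DESeq2 (0.0428), a minimum of 10 counts in every library (0.0477) and the fit over all 36 libraries (0.0406) called it, as did edgeR without replicate 1 of GMR10E12 at day 70 (0.0171). Over all alternatives the adjusted p ranged from 0.0171 to 0.206. In Fig. 2f the paper gives no significant change of cass in whole brain by Student's t test. The exact permutation p here was 0.0139 (0.00522 to 0.0386 with each library left out in turn). The tests differ, so these results are not directly comparable. The adjusted p from edgeR was 0.145, and over the 18 fits that each left out 1 library, which were added after the data were seen, it ranged from 0.0294 to 0.249.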

Other observations

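In this part, the counts of other splits and the tests on lipid droplet genes and hid were chosen only after the result was seen. With ages exchanged within same-numbered pairs of a line, 1 of 32 splits (the real one) called as many genes as the 1695 in ensheathing glia of both drivers, and the next called 11. In whole brain, 1 of 100 splits drawn from 256 called as many as the 2007, and the next called 668. In GMR56F03, GMR10E12 and astrocyte-like glia, 1 of 4 splits each called as many, a share that cannot fall under 0.05. For sorted glia against whole brain, 1 of 100 splits drawn from 131072 called as many as the 5866 found with 1 difference for all lines and ages, and the next called 3388. For ensheathing against astrocyte-like glia, 2 of 27 splits called as many as the 342 found with 1 difference for all lines. The other was the one that set GMR10E12 apart, with 576, so that driver line and glia type cannot be told apart in this comparison.

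The paper does not report on markers of blood cells. All 6 hemocyte markers tested were called higher in sorted glia than in whole brain, by a median log2 difference of 3.79 in GMR56F03, 4.15 in GMR10E12 and 4.80 in GMR86E01. Across the 18 sorted libraries they varied together (mean pairwise correlation 0.615), while among 10000 random lists matched on expression 0 had a mean as high and the highest was 0.461. Blood cells sorted with the GFP+ cells are a candidate explanation, as is expression of these genes in glia, and the test does not tell them apart. The hemocyte markers fell with age in astrocyte-like glia (median -2.13, 5 fell, limma's camera test, adjusted p = 1.7e-15) and rose in GMR10E12 (median 1.17, 2 rose, adjusted p = 0.0022). The camera test takes a small fixed correlation between the genes of a set, so that its p is too small for genes that vary together as these do.

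Of the readable lipid droplet genes called in ensheathing glia, 8 of 10 rose, against 866 of the 1685 other called genes (Fisher's exact test, two-sided, p = 0.110). Their direction was not told apart from that of the other called genes. The readable list is only a part of the paper's, so this test does not decide on the full list. Of the 10, the 4 genes of translation all rose. Of the other 6 the share that rose was 66.7%, too few genes to tell whether the rise of translation genes may account for the skew. For hid in ensheathing glia, 2 of 3 old GMR10E12 libraries were above every young one, against 3 of 3 in GMR56F03. The age effect of hid was not told apart from that in whole brain of the same lines (adjusted p = 0.513), so a change of hid shared by the brain remains a possible explanation.

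Heat shock genes rose with age in ensheathing glia (median log2 fold change 1.40, 5 rose, limma's camera test, adjusted p = 0.0013), mostly in GMR10E12 (median 2.19, adjusted p = 1.5e-09) and not as a set in GMR56F03 (median 0.17, 3 rose and 1 fell, adjusted p = 0.393), and in whole brain (median 0.71, 5 rose, adjusted p = 4.8e-04). Proteasome subunits rose in ensheathing glia (median 0.39, 11 rose, adjusted p = 1.8e-05). In whole brain, all 4 antimicrobial peptide genes tested rose, with a median of 5.71, but the set did not pass the threshold (adjusted p = 0.0579). The noncoding RNA lncRNA:noe held 8.00% ± 1.89 of the counts in whole brain at day 5 and 3.83% ± 0.703 at day 70 (SD, n = 9 each). Fitted line by line, age changed 1086 genes in whole brains of GMR56F03, 534 in GMR86E01 and 3 in GMR10E12, where 1117 had an unadjusted p below 0.05 and the smallest library had 912285 counts.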
